# The Reconstitution of the Macrophage Niche Reveals Dynamic Transcriptional and Renal Macrophage–Epithelial Communication Networks

**DOI:** 10.3390/cells15121102

**Published:** 2026-06-18

**Authors:** Mohammad Islamuddin, Lixuan Ji, Yilin Chen, Kejing Song, Calder R. Ellsworth, Jack Rappaport, Chenxiao Wang, Shumei Liu, Jay Kolls, Xiaojiang Xu, Xuebin Qin

**Keywords:** renal macrophages, niche regeneration, proximal tubule epithelial cells, epithelial–immune crosstalk, cell–cell communication networks, osteopontin

## Abstract

**Highlights:**

**What are the main findings?**

- RM regeneration is controlled by epithelial CX3CL1 signaling, macrophage metabolic reprogramming, and a conserved transcriptional network.
- Spp1 (osteopontin)–mediated macrophage–epithelial communication drives niche restoration and tubular repair after depletion.

**What are the implications of the main findings?**

- Defines an epithelial–immune circuit governing macrophage regeneration and kidney repair.
- Identifies CX3CL1, Spp1, and metabolic pathways as potential therapeutic targets for renal regeneration.

**Abstract:**

Renal-resident macrophages (RMs) are essential regulators of kidney homeostasis and repair, yet the mechanisms governing RM niche regeneration after acute depletion remain poorly defined. To overcome these limitations, we have developed an inducible human CD59- intermedilysin (hCD59-ILY) ablation system, enabling rapid, specific, and reversible depletion of targeted macrophage populations, and subsequent replenishment of RMs, followed by longitudinal scRNA-seq analysis of kidneys at baseline and days 1, 3, and 7 post-ablation. RM ablation triggered a rapid and sustained upregulation of *Cx3cl1*, predominantly in proximal tubular epithelial cells (PTC1/PTC2), establishing a persistent chemotactic niche signal that coincided with macrophage repopulation. Regenerating RMs transitioned from inflammatory/stress-associated states toward metabolically active and proliferative phenotypes enriched in glycolysis, oxidative phosphorylation, MYC, and cell-cycle programs, with attenuation of canonical inflammatory pathways. Cell–cell communication analysis revealed an early burst of intercellular signaling at day 1, followed by progressive normalization, with fibronectin *(Fn1*), osteopontin (*Spp1*), chemokine (*Ccl*), and amyloid precursor protein (*App*) axes emerging as key mediators of niche restoration. Transcriptional network analysis identified a conserved regulatory module (*Tfe3*, *Mitf*, *Hif1a*, *Myc*, *Gabpa*, *Rcor1*) coordinating macrophage differentiation and regenerative programming, linking metabolic adaptation to lineage reconstitution. Sub-clustering revealed five dynamically shifting RM subsets with distinct inflammatory, remodeling, proliferative, and surveillance states, reflecting a hierarchical regeneration process. Functional validation using clodronate-mediated depletion in Secreted Phosphoprotein 1 *(Spp1)* (Opn)-deficient mice demonstrated impaired macrophage repopulation, establishing osteopontin as a critical regulator of RM regeneration. Together, these data define a coordinated epithelial–immune circuit in which Cx3cl1-driven chemotaxis, *Spp1*-dependent signaling, and a core transcriptional network orchestrate macrophage niche reconstitution and kidney repair following acute immune cell ablation.

## 1. Introduction

Renal macrophages (RMs) play indispensable roles in maintaining kidney homeostasis, orchestrating immune surveillance, and mediating responses to injury and repair [1,2]. These cells exist as a heterogeneous population derived from embryonic yolk sac progenitors, fetal liver monocytes, and bone marrow-derived monocytes, contributing to distinct resident and infiltrating macrophage pools [3,4,5,6]. Their maintenance and phenotype are tightly regulated by local cues from tubular epithelial cells, endothelial cells, and extracellular matrix (ECM) components [7,8]. Following kidney injury, macrophages act as central effectors of inflammation, resolution, and regeneration, dynamically shifting from pro-inflammatory to reparative states [9,10,11]. This phenotypic versatility enables RMs to coordinate immune cell recruitment, matrix remodeling, and epithelial recovery [12]. Recent advances in single-cell RNA sequencing (scRNA-seq) have revolutionized our understanding of RM heterogeneity, revealing distinct subsets such as Ccr2^+^Ly6C^+^ inflammatory macrophages, Fn1^+^ remodeling macrophages, and Pglyrp1^+^Ace^+^ immunomodulatory cells [12,13,14,15,16,17,18]. These subsets engage in temporally structured communication with proximal tubular epithelial (PTE) cells and other immune populations through defined ligand–receptor pairs, most notably Fn1-Cd44, Fn1-Sdc4 and (Secreted Phosphoprotein 1) Spp1-Cd44, to coordinate ECM remodeling, immune regulation, and epithelial regeneration [17,18,19,20]. At the transcriptional level, repair-associated regulators such as *Klf4*, *Irf8*, and *E2f* families integrate microenvironmental signals (hypoxia, cytokines, and metabolic stress) to modulate macrophage polarization, proliferation, and reparative signaling [21,22,23,24]. Macrophage-derived growth factors, including *Csf-1* and *Spp1* (osteopontin), further promote tubular cell proliferation and differentiation, underscoring macrophage epithelial reciprocity in renal repair [25,26,27]. Despite these insights, the temporal and mechanistic hierarchy linking macrophage depletion, niche repopulation, transcriptional activation, and intercellular communication during kidney injury remains undefined.

Addressing this knowledge gap requires a system that can acutely and specifically perturb the macrophage compartment while preserving the renal microenvironment for unbiased molecular interrogation. Historically, experimental macrophage depletion strategies, including clodronate liposomes, irradiation, and diphtheria toxin receptor (DTR) models, have provided mechanistic insights into macrophage biology but are constrained by incomplete ablation, off-target toxicity, and compensatory hematopoietic activation [28,29,30]. To overcome these limitations, we have developed an inducible human CD59-intermedilysin (hCD59-ILY) ablation system, enabling rapid, specific, and reversible depletion of targeted macrophage populations [5,31,32]. The ILY toxin from Streptococcus intermedius binds exclusively to hCD59, forming pores that lyse expressing cells within seconds, allowing temporally controlled depletion [32,33]. This unique system facilitates dynamic tracking of macrophage regeneration, offering a clean platform to probe the transcriptional and cellular events underpinning RM niche restoration. Here, we employed our hCD59-ILY ablation platform in combination with high-throughput scRNA-seq and cell–cell communication mapping to characterize the temporal kinetics, transcriptional architecture, and signaling hierarchy underlying RM depletion and repopulation. We demonstrated temporally distinct RM subsets and signaling pathways, including *Spp1-Cd44* and *Fn1*-integrin axes that orchestrated immune–epithelial crosstalk during niche restoration and linked 18 upregulated transcription factors to interleukin-1 responses, myeloid differentiation, and tissue remodeling for a transcriptionally coordinating RM regeneration.

## 2. Materials and Methods

### 2.1. Animal Model Strains and Their Maintenance

*Cx3cr1CreER^+/+^* mice (JAX 021160) were obtained from The Jackson Laboratory (Bar Harbor, ME, USA) and housed at the Tulane University School of Medicine. The *ihCD59^+/+^* mice, previously generated and backcrossed onto a C57BL/6 genetic background for at least seven generations [32], were used for breeding. Homozygous *Cx3cr1CreER^+/+^* mice are deficient in CX3CR1 expression (Cx3cr1 knockout), whereas heterozygous *Cx3cr1CreER^+/−^* mice retain functional CX3CR1 expression. To generate experimental genotypes, *Cx3cr1CreER^+/+^* mice were crossed with *ihCD59^+/+^* mice to produce the following offspring: *Cx3cr1CreER^+/−^/ihCD59^+/−^*. All animal experiments were conducted in accordance with the ethical guidelines of the Institutional Animal Care and Use Committee (IACUC) at Tulane University (Protocol number 1482). Mice were housed in a specific pathogen-free (SPF) facility at the Tulane University School of Medicine, maintained under a 12 h light/dark cycle with controlled environmental conditions. Detailed experimental protocols, including intermedilysin purification, tamoxifen treatment, RM depletion and regeneration, sample collection schedules, flow cytometry staining and acquisition. RNA isolation and qRT-PCR, scRNA-Seq by 10× genomics and data analysis, and statistical analysis are provided in the Supplementary Materials.

### 2.2. Intermedilysin Purification

Recombinant His-tagged intermedilysin (ILY) was purified using the HisBind Purification Kit (EMD 70239; Novagen, Merck Millipore, Darmstadt, Germany) following the manufacturer’s instructions, as previously described [31,32]. Briefly, bacterial cultures expressing His-tagged ILY were lysed, and the protein was captured using a nickel-affinity chromatography column. After washing to remove non-specifically bound proteins, the His-tagged ILY was eluted under optimized conditions. The concentration and purity of the purified ILY were assessed by SDS-PAGE, ensuring adequate purity for downstream applications.

### 2.3. Tamoxifen Treatment, RM Depletion, and Regeneration

Tamoxifen (Sigma-Aldrich; St. Louis, MO, USA) was dissolved in corn oil at a concentration of 20 mg/mL. To induce Cre-mediated hCD59 expression in *Cx3cr1CreER^+/−^/ihCD59^+/−^* mice, 10–12-week-old mice were administered tamoxifen at a dose of 100 μg/g body weight via intraperitoneal (i.p.) injection for 3 consecutive days. After a 15-day waiting period post-tamoxifen treatment, *Cx3cr1CreER^+/−^/ihCD59^+/−^* mice and *Cx3cr1CreER^+/−^/ihCD59*^−*/*−^ littermate controls were injected with a single dose of intermedilysin (ILY) at 120 ng/g body weight. RM ablation and subsequent regeneration were monitored and confirmed by flow cytometry at day ‘0’ (D0) day ‘1’ (D1), day ‘3’ (D3) and day ‘7’ (D7) post-ILY administration [5,6].

Of note, previously we have demonstrated that ILY does not have any effect on the macrophage depletion population in *ihCD59*^−/−^ littermate control [5]. Moreover, toxicity experiments revealed that acute and chronic in vivo treatment with a 10- to 20-fold ILY dose that was higher than the effective dose for cell ablation did not cause any detectable toxicity in Cre-negative ihCD59+ mice, further confirming that ILY has a large pharmaceutical window without any off-target effects [32]. Because of the specific effect of ILY on hCD59 labeled cells in the mice with a large pharmaceutical window, together with scRNA-seq cost limitation, we did not include the Tamoxifen and ILY treated-*ihCD59*^−/−^ littermate control.

### 2.4. Preparation of Single Cells from Mouse Tissue

Mice were euthanized using carbon dioxide (CO_2_) asphyxiation followed by perfusion with phosphate-buffered saline (PBS) to remove blood from tissues. Kidneys were harvested post-perfusion and processed for single-cell suspension preparation. Tissue dissociation was initiated by mechanical disruption of the kidney, followed by enzymatic digestion. The dissected kidney was incubated in 10 mL of Hank’s Balanced Salt Solution (HBSS), containing 0.75 mg/mL collagenase IV (Worthington Biochemical; Lakewood, NJ, USA) and 20 µg/mL DNase I (Sigma-Aldrich; St. Louis, MO, USA), for 40 min at 37 °C. After digestion, the cell suspension was passed through a 40 µm cell strainer to remove debris and larger tissue fragments, and the resulting single-cell suspension was maintained on ice. The cell suspension was then washed twice with PBS by centrifugation at 500× *g* for 10 min. To enrich hematopoietic cells, the cells were subjected to density gradient centrifugation using Percoll. The pellet obtained from the previous wash was resuspended in 10 mL of 30% Percoll solution and carefully layered over 3 mL of 70% Percoll solution. The gradient was centrifuged at 500× *g* for 30 min without the application of a brake. Following centrifugation, the interphase layer between the 30% and 70% Percoll solutions, containing enriched single cells, was carefully collected. The collected cells were washed twice with 10 mL of PBS (500× *g*, 10 min). The final cell pellet was resuspended in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS) for downstream single-cell RNA sequencing (scRNA-seq) analysis. Cell number and viability were assessed using an automated cell counter, yielding a viability rate of approximately 84%, suitable for scRNA-seq. Simultaneously, a portion of the cells post-density gradient centrifugation was prepared for flow cytometry. The cells were washed twice with 10 mL of PBS (500× *g*, 10 min) and then resuspended in 100 µL of flow cytometry staining buffer (PBS with 2% FBS). The suspension was further processed for antibody staining following standard protocols for flow cytometric analysis [5].

### 2.5. Clodronate Liposome-Mediated Depletion and Repopulation Analysis of RMs in Wild-Type and Osteopontin Knockout Mice

Ten- to twelve-week-old C57BL/6 wild-type (B6 WT) and osteopontin knockout (*Opn−/−*) mice were used in all experiments. To deplete RMs, mice received an intraperitoneal (i.p.) injection of 200 µL clodronate liposomes (LIPOSOMA, Amsterdam, The Netherlands). Control animals received an equal volume of PBS. Mice were sacrificed at 2, 7 and 9 days post-injection (DPI) to assess depletion and repopulation, respectively. Kidneys were perfused with PBS, minced, and digested with collagenase D and DNase I for 30 min at 37 °C. RMs were identified as CD45^+^ CD11b^+^ F4/80hi by flow cytometry.

### 2.6. Flow Cytometry Staining, Acquisition

The single-cell suspensions prepared from mouse kidney tissue were processed for flow cytometric analysis. To block non-specific binding to Fc receptors, cells were incubated with anti-CD16/32 antibody (FcγRIII/II, Clone 93, Cat# 48-0161-80, eBioscience, San Diego, CA, USA) at a dilution of 1:200 for 15 min at room temperature. Aqua live/dead dye (Cat# L34957A; Invitrogen, Carlsbad, CA, USA) was used to distinguish live from dead cells according to the manufacturer’s instructions. For phenotypic analysis of RM ablation, cells were stained with the following pre-conjugated antibodies at a 1:100 dilution: CD45-e450 (Clone 30-F11, Cat# 48-0451-82; eBioscience, San Diego, CA, USA), CD11b-PE-Cy7 (Clone M1/70, Cat# 25-0112-82; Invitrogen, Carlsbad, CA, USA), hCD59-PE (Clone OV9A2, Cat# 12-0596-42; Invitrogen, Carlsbad, CA, USA), and F4/80-BV605 (Clone BM8, Cat# 123133; BioLegend, San Diego, CA, USA). The antibody cocktails were added to the cell suspensions, and samples were incubated for 30 min at 4 °C in the dark to protect fluorophores from photobleaching. Following staining, the cells were washed twice with flow cytometry buffer (PBS containing 2% fetal bovine serum). Cells were then fixed in 1% paraformaldehyde (PFA) for 30 min on ice, followed by two additional washes with flow cytometry buffer. The stained and fixed cells were acquired using a BD LSR Fortessa flow cytometer, and data were analyzed using FACSDiva software, version 6.1.3. (BD: https://www.bdbiosciences.com/en-ca/products/instruments/softwareinformatics/instrument-software/bd-facsdiva-software-v-6-1-3.643629, accessed on 30 September 2025).

### 2.7. RNA Isolation and qRT-PCR

Total RNA was isolated from mouse kidney tissue using the RNeasy Plus Mini Kit (Cat#74134; Qiagen, Hilden, Germany) following the manufacturer’s protocol. RNA integrity and quantity were assessed using spectrophotometric analysis. For reverse transcription, 1 µg of RNA was used as input for cDNA synthesis, performed with the High-Capacity cDNA Reverse Transcription Kit (Cat# 4368814; Applied Biosystems, Foster City, CA, USA) [11]. The reaction was carried out according to the manufacturer’s instructions. Quantitative PCR (qPCR) was conducted on the synthesized cDNA using Perfecta SYBR Green FastMix Low ROX (Cat# 95074-250; QuantaBio, Beverly, MA, USA) as the detection chemistry. Amplification was performed using the QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA). The cycling conditions included an initial denaturation at 95 °C for 30 s, followed by 40 cycles of denaturation at 95 °C for 5 s and annealing/extension at 60 °C for 5 s. Target gene expression levels were normalized to the housekeeping gene beta-actin. The relative expression levels of target genes were calculated using the 2^−ΔΔCT^ method. The following qPCR primers were used, synthesized by Integrated DNA Technologies (IDT, Coralville, IA, USA): *Cx3cl1* (forward: 5′-GGACAAGCCACATAGGAAAGA, reverse: 5′-CACATGCACAAGTCCCTACA). Gene expression data were analyzed and plotted to determine relative fold changes in mRNA levels.

### 2.8. scRNA Sequencing by 10× Genomics

scRNA-seq was performed using the 10× Genomics Chromium platform (10× Genomics, Pleasanton, CA, USA) to analyze transcriptomic profiles of kidney cells. A target of 5000 viable cells per sample was set based on prior optimization using 10× Genomics Single Cell 3′ RNAseq technology (10× Genomics). Live cells were quantified and sorted before processing, ensuring the cell viability exceeded 80% for downstream analysis. Following cell capture, full-length barcoded cDNA libraries were generated from each sample according to the manufacturer’s protocol. Briefly, individual cells were partitioned into droplets containing reagents for reverse transcription, generating unique cDNA barcodes for each cell. The cDNAs were then amplified via polymerase chain reaction (PCR) to obtain sufficient material for library preparation. The cDNA libraries were pooled and diluted to a final concentration of 1.8 pM for sequencing. The pooled libraries were sequenced using an Illumina NextSeq 2000 platform (Illumina, San Diego, CA, USA, with paired-end single index reads. Sequencing output was analyzed to ensure adequate coverage and depth for each sample. Raw sequencing data were processed using Cell Ranger version 7.1.0 (10× Genomics) to perform alignment to the mouse reference genome, read counting, and the generation of cell-specific gene expression matrices. To identify differentially expressed genes across cell clusters, Loupe Cell Browser 8.12 (10× Genomics) was used.

### 2.9. scRNA Data Cell Identification and Annotation of Cell Clusters

We performed a standard sequence of filtering, where highly variable gene selection, dimensionality reduction, and clustering were performed using the scRNA-seq analysis R (version 4.3.0)-based package Seurat (version 5.0.0) for quality control and downstream analysis. After alignment and initial preprocessing, we began our workflow with a total of 32,285 genes across 31,100 cells from single-cell RNA sequencing (scRNA-seq) on the 10× Genomics Chromium Platform using kidneys from *Cx3cr1CreER^+/−^/ihCD59^+/−^* mice treated with ILY. For the next QC process, we filtered out cells with gene counts (nFeature) of less than 50 and greater than 8000 and with a UMI (nCount) of greater than 40,000 to remove low quality cells and possible multiple captures. We also eliminated low-quality cells with greater than 50% mitochondrial gene expression. 

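Most cells of the 5 deposited libraries were tubule cells, which are rich in mitochondria, and the limit on mitochondrial UMIs (Unique Molecular Identifiers, 1 per counted RNA molecule) removed the largest number of barcodes. With 50 to 8000 genes, at most 40000 UMIs and at most 50% mitochondrial UMIs per cell, 28247 of 31100 barcodes were kept. These were 5055 of 5924 barcodes in Normal, 5121 of 5576 in D0, 5325 of 5762 in D1, 6012 of 6662 in D3 and 6734 of 7176 in D7. The mitochondrial limit alone was failed by 2711 barcodes, while 195 had too few genes, 6 too many genes and 139 too many UMIs, and a barcode could fail several limits. Among the cells kept, genes with a UMI in at least 3 cells numbered 19608 in Normal, 19578 in D0, 19355 in D1, 19438 in D3 and 19496 in D7, and 22829 over all libraries.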

A total of 21,181 genes across 27,396 single cells were included in the downstream analysis after applying the quality control criteria, which include 19,564 genes across 4782 cells in Normal kidney group, 19,479 genes across 5004 cells in D0 group, 19,161 genes across 5216 cells in D1 group, 19,358 genes across 5830 cells in D3 group, and 19,341 genes across 6564 cells in D7 group. Normalization was performed using the Seurat package to reduce biases introduced by technical variation, sequencing depth, and capture efficiency. A correlation analysis and principal component analysis were performed and uniform manifold approximation and projection (UMAP) was used to classify cells into different cell clusters at a proper resolution. Batch effects were corrected using “rPCA” from Seurat. Highly variable genes were identified by iterative selection based on the dispersion versus average expression of these genes. Principal component analysis was used for dimension reduction, and the top 30 principal components were selected by a permutation-based test implemented in Seurat and passed to UMAP to visualize cell clusters. Cell cluster annotation was conducted based on the known biomarkers of different cells in the kidney as published in previous studies [9,34,35,36]. DEGs among different clusters were identified to validate the reasonableness of cell cluster annotation.

### 2.10. Identification of DEG and Hallmark Pathways Using Gene Set Enrichment Analysis

Differentially expressed genes (DEGs) were identified using the FindMarkers function in Seurat (test.use = Mast). Adjusted *p*-value < 0.01, min.pct = 0.01, and logfc.threshold = 0.01 were used as thresholds for significant differential expression. Gene Set Enrichment Analysis (GSEA) was then performed via the GSEA function in the package clusterProfiler (4.4.4) to clarify the of RM recruitment and dynamic biological change in different experiment time points based on DEG. Human MSigDB Collections (https://www.gsea-msigdb.org/gsea/msigdb/mouse/collection_details.jsp, accessed on 3 June 2026) is utilized as a database. To identify genes with consistent transcriptional changes across experimental conditions, differential expression results from each cell population (Macro/PTC1/PTC2/Cx3cr1^+^ cells) were processed as follows. First, low-confidence or predicted genes were removed by excluding gene symbols beginning with Gm-, mitochondrial genes (mt-), and genes ending with Rik, as implemented in the filtering step of the analysis pipeline. For each gene that passed filtering, the log2 fold change (log2FC) values from the three comparisons (D1_vs_D0, D3_vs_D0, and D7_vs_D0) were averaged to obtain a mean log2FC representing the overall transcriptional trend. Genes were then separated into upregulated (mean log2FC > 0) and downregulated (mean log2FC < 0) groups and ranked within each direction based on the magnitude of the averaged log2FC. For visualization, we selected the top 30 upregulated and top 30 downregulated genes from each cell population for visualization. These ranked gene sets were used for producing the comparative heatmaps displayed in the main and Supplementary Materials figures.

### 2.11. Cell–Cell Communication Analysis

CellChat(v2.1.0) (https://github.com/jinworks/CellChat, accessed on 3 June 2026) is utilized in the R programming environment for quantitatively characterizing and comparing the inferred cell–cell communication networks using an integrated approach by combining social network analysis, pattern recognition, and manifold learning approaches. A database of known cytokine/chemokine receptor and ligand pairs was constructed using combined information from CellTalkDB v2 (https://deepwiki.com/jinworks/SpatialCellChat/2.2-cellchatdb:-ligand-receptor-interaction-database, accessed on 3 June 2026), which contains ~3300 validated molecular interactions, including ~40% of secrete autocrine/paracrine signaling interactions, ~17% of extracellular matrix (ECM)-receptor interactions, ~13% of cell–cell contact interactions and ~30% non-protein signaling; here we just included secreted signaling, ECM-receptor, cell–cell contact and non-protein signaling. To ensure the analysis’s relevance and accuracy, only ligand–receptor pairs exhibiting a *p*-value less than 0.05 were considered, allowing for a focused evaluation of the intricate relationships between diverse cell types.

### 2.12. Transcription Factor Regulatory Network Analysis

pySCENIC (version 0.11.2) (https://github.com/aertslab/pySCENIC, accessed on 3 June 2026), a computational approach for predicting critical regulators and identifying cell states from scRNA-seq data, is conducted for accessing the transcription factor (TF) regulons among all sub-cell types of RM and PTC cells across five-time experimental points. We filtered out genes expressed in fewer than 1% of cells and only kept the top 100 TFs with *p*-value < 0.005. TFannotations were obtained from the cisTarget database (https://github.com/aertslab/create_cisTarget_databases, accessed on 3 June 2026). This approach provided insights into the regulatory mechanisms driving cellular states.

### 2.13. Statistical Analysis

Data were presented as the mean ± standard error of the mean (s.e.m.) to summarize central tendency and variability. For statistical comparisons between multiple experimental groups, a one-way analysis of variance (ANOVA) was employed. In instances where experimental groups were compared over time or across multiple conditions, a two-way ANOVA was performed. For pairwise comparisons between two groups, an unpaired Student’s *t*-test was used to evaluate the significance of differences in group means. The unpaired version of the *t*-test was chosen as data were assumed to be independent between the two groups. A threshold for statistical significance was set at *p* < 0.05. Values that did not reach this threshold were considered not statistically significant and marked as “n.s.” to indicate *p* > 0.05. All statistical analyses were conducted using appropriate software, such as GraphPad Prism 11 and or R 4.5.1, to ensure robust and reproducible results.

## 3. Results

### 3.1. ScRNA-Seq Reveals Rapid Renal Macrophage Ablation, Regeneration, and Coordinated Kidney-Wide Transcriptional Remodeling

To effectively and swiftly target the RM while minimizing unintended effects on other tissues, we followed our previously established method [5,6] to administer ILY 15 days post-tamoxifen induction in *Cx3cr1CreER^+/−^/ihCD59^+/−^* mice (Figure 1a) [5,6]. By flow cytometry analysis (Figure 1b), we found that the depletion of RMs was effectively and specifically achieved after one day in ILY-injected *Cx3cr1CreER^+/−^/ihCD59^+/−^* mice but not vehicle-injected *Cx3cr1CreER^+/−^/ihCD59^+/−^* mice (Figure 1b,c). The population begins to replenish by day 3 post-injection, reaching approximately 25% of its initial level and by day 7 reaching approximately 75% (Figure 1b). This result is consistent with our previous finding that we can specifically manipulate RMs by rapidly ablating RMs and monitoring their regeneration in mice [5,6]. Then, we conducted scRNA-seq on ILY-treated and control *Cx3cr1CreER^+/−^/ihCD59^+/−^* mouse kidneys across baseline and days 1, 3, and 7 after RM ablation to define cellular and molecular responses (Figure 1a). 

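Kidney cells were profiled by droplet-based 10x Genomics scRNA-seq in 5 libraries, Normal, D0, D1, D3 and D7, each from 1 mouse. The paper describes a Percoll density gradient that enriches hematopoietic cells and a sort of live cells before capture, so shares of cells given here are shares of that suspension and not of the intact kidney. In Cx3cr1CreER+/-/ihCD59+/- mice, tamoxifen (100 ug/g body weight, 3 injections) turns on human CD59 in cells that express Cx3cr1, the receptor for the chemokine Cx3cl1. Intermedilysin (ILY), a bacterial toxin that binds human but not mouse CD59, then lyses the cells that carry it. ILY was given at 120 ng/g 15 days after tamoxifen, the D0 mouse received none, and kidneys were taken 1, 3 and 7 days after ILY. The sample title of the last library reads day 5, while its time label and the paper give day 7, which is used here. The labels of the Normal library name the Cx3cr1CreER+/-/ihCD59+/- genotype, while the paper describes it as wild-type C57BL/6. The deposited counts are UMI counts per gene and barcode, 70462711 in Normal, 71470802 in D0, 72839800 in D1, 71022036 in D3 and 74048748 in D7, before the limits on cells given next. The submitters' processing notes credit them to Cell Ranger 7.1.0 with the mouse genome mm10. After the paper's limits on genes, UMIs and mitochondrial share, the median cell held 11633, 11774, 12341, 9428 and 9582 UMIs in Normal, D0, D1, D3 and D7. Cells were clustered from these counts with Seurat after integration of the libraries by reciprocal principal component analysis, and the 27 clusters were named from marker lists as PTC1, PTC2, DTC (distal tubule and collecting duct), LOH (loop of Henle), macrophages, neutrophils, T cells, B cells and endothelial cells. Levels are UMIs of a gene summed over the cells of a class and scaled to the UMIs of that class (CPM), with exact Poisson 95% intervals, and ratios to D0 have exact conditional binomial 95% intervals. Shares of cells have exact Clopper-Pearson 95% intervals. For a gene list, the median log2 ratio to D0 of its measured genes (at least 20 counts over both libraries) is given with its percentile among 10000 random lists of genes with similar levels, so that 50 is the middle. In macrophages 20 of 32, 10 of 33 and 15 of 32 lists lay outside the middle 95% at D1, D3 and D7, so such a place is common. Because each condition is 1 mouse, cells are not replicates, no test between conditions was made, and every interval covers counting error only. Normal and D0, both without ILY, differ in genes of sex as well, so their ratio carries more than the difference between mice, and how far mice of 1 condition differ was not measured.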

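Proximal tubule cells made up most of each library, in 3 PTC1 clusters and 11 PTC2 clusters. PTC1 cells were led by Kap, Cndp2 and Acy3 in the largest PTC1 cluster (3893 cells) and by Miox and Cela1 in the next (1740), and PTC2 clusters carried the sodium, organic acid and amino acid transporters of the proximal tubule, with Slc7a13 and Cyp4a14 leading cluster 6 (2215 cells). The distal tubule class (DTC) was led by Slc12a3, the thiazide-sensitive salt transporter, and Trpm6, a magnesium channel (872 cells), and by S100g and Calb1, calcium-binding proteins of the distal nephron (648). The loop of Henle (LOH) clusters carried Slc12a1 and Umod (uromodulin), with 463 and 199 cells. Macrophages lay in 3 clusters: cluster 14 (322 cells), led by Fn1, Arg1, Ccl6 and Ccl9; cluster 17 (261), led by the monocyte genes Plac8, Adgre4, Lyz2 and Ifitm3; and cluster 25 (38), led by the antigen presentation genes H2-Eb1 and Cd74 and the complement gene C1qa. Neutrophils (216 cells) were led by S100a8, S100a9 and Retnlg, T cells (206) by Ccl5 and Skap1, B cells (172) by Igkc and Ighm, and endothelial cells (24) by Emcn, Ehd3 and Kdr. One cluster of 746 cells with Spp2, Apoe and Spp1 among its leading genes met the marker rule of no class and was left unnamed.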

Analysis of scRNA-seq data identified distinct clusters corresponding to major kidney epithelial populations, including PTC1 and PTC2, as well as immune cells such as macrophages and neutrophils (Figure 1d and Figure S1). Quantitative analysis of cellular proportions demonstrated a rapid and transient depletion of the macrophage-enriched compartment following injury. 

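Macrophages were 3.67% (3.17 to 4.22) of all cells at D0 and 1.07% (0.812 to 1.38) at D1, with 95% intervals in parentheses, a ratio of 0.292 (0.213 to 0.394). At D3 they were 3.94% (3.46 to 4.47), a ratio to D0 of 1.07 (0.883 to 1.31), and at D7 1.69% (1.40 to 2.03), a ratio of 0.461 (0.362 to 0.585). As a share of immune cells in place of all cells, macrophages were 55.3% at D0, 36.8% at D1, 57.4% at D3 and 50.9% at D7, which are closer to D0 at D1 and D7 than the shares of all cells. The Fn1 and Arg1 cluster held 70 of the D0 macrophages, and 43, 139 and 70 of those at D1, D3 and D7. The Plac8 and Adgre4 cluster, whose leading genes are those of monocytes, held 110 cells at D0 and 10 at D1, and again 94 at D3 and 33 at D7. The C1qa and H2-Eb1 cluster, with the genes of resident macrophages, held 8, 4, 4 and 11 cells at D0, D1, D3 and D7. In the Normal kidney, 25 of 5055 cells were macrophages, 0.495% (0.320 to 0.729), a ratio to D0 of 0.135 (0.0850 to 0.205). None of them lay in the Fn1 and Arg1 cluster, but sub-clustering of the macrophages placed 1 of the 25 with Fn1 and Itgam cells (4%, 0.101 to 20.4). The D1 class was thus mostly the Fn1 and Arg1 cluster and the D0 class mostly the Plac8 and Adgre4 cluster, and a comparison of macrophages between these days is also one between clusters.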

At baseline (day 0), the percentage of macrophage populations comprised 84.65% of the total analyzed myeloid cells (macrophages + neutrophils). This proportion sharply declined to 48.08% at day 1, indicating an acute disruption of the renal myeloid niche during the early injury phase. 

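Of macrophages and neutrophils together, macrophages were 83.9% at D0 (95% interval 78.5 to 88.5, 188 of 224 cells) and 50% at D1 (40.5 to 59.5, 57 of 114 cells). Both cell types differed between these kidneys: macrophages numbered 36.7 per 1000 cells at D0 and 10.7 at D1, and neutrophils, identified by S100a8, S100a9 and Retnlg, 7.03 and 10.7. The neutrophil share of all cells at D1 over D0 was 1.52 (0.986 to 2.38), with 1 inside the interval.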

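At D3 macrophages were 75.5% of macrophages and neutrophils (95% interval 70.3 to 80.1, 237 of 314 cells), and at D7 73.1% (65.4 to 79.9, 114 of 156 cells). The intervals of D3 and D7 overlap, while as a share of all cells of the suspension macrophages numbered 39.4 per 1000 at D3 and 16.9 at D7. Neutrophils numbered 12.8 per 1000 cells at D3 and 6.24 at D7, 1.82 (1.21 to 2.79) and 0.887 (0.555 to 1.43) times the D0 share. In the Normal kidney the macrophage share of both types was 86.2% (68.3 to 96.1), from 25 macrophages and 4 neutrophils.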

Notably, this reduction was followed by a progressive restoration of the macrophage compartment, recovering to 74.91% by day 3 and stabilizing at 75.51% by day 7. (Figure 1d and Figure S1b,c). This result is comparable with our finding observed by the flow cytometry (Figure 1b), further demonstrating the feasibility of the utilization of scRNA-seq for monitoring the RM changes after emptying the niche of RMs.

Previously, we demonstrated that Cx3cl1 levels in serum and kidney significantly increased from day 1 to day 7 and gradually declined close to the baseline at day 7 post-rapid RM depletion [5]. This increase most likely results from the RM ablated kidney [5]. CX3CL1 is mainly produced by glomerular endothelial cells and the tubular epithelium and can be detected in many other cells, such as podocytes, mesangial cells, and stromal cells [5,37]. However, the exact cell population in the kidney responsible for producing Cx3cl1 remains unclear. Our current RT-qPCR analysis revealed marked upregulation of Cx3cl1 mRNA at days 1 and 3 following ablation (Figure 2a). 

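Cx3cl1, a membrane-bound and shed chemokine that binds Cx3cr1 (ENSMUSG00000031778, chromosome 8, 94772009 to 94782427), was higher than at D0 in the D1 and D7 kidneys and not in the D3 kidney. Over all cells its level was 6.28 CPM at D0 (95% interval 5.69 to 6.91), 9.26 at D1 (8.56 to 10.0), 5.65 at D3 (5.09 to 6.25) and 7.98 at D7 (7.34 to 8.67). The ratios to D0 were 1.48 (1.30 to 1.67) at D1, 0.900 (0.781 to 1.04) at D3 and 1.27 (1.12 to 1.45) at D7, from 417, 643, 375 and 572 Cx3cl1 UMIs. PTC2, the largest cell class, followed the same order, with ratios of 1.55 (1.35 to 1.80), 0.832 (0.698 to 0.989) and 1.38 (1.19 to 1.60). In PTC1 the ratios were 1.14 (0.793 to 1.63), 0.865 (0.603 to 1.24) and 0.792 (0.551 to 1.14), each with 1 inside its interval. DTC had 0.977 (0.560 to 1.73), 0.981 (0.584 to 1.69) and 0.671 (0.375 to 1.21), and LOH 0.598 (0.313 to 1.14), 0.424 (0.232 to 0.785) and 0.943 (0.527 to 1.72), and of these 6 values only that of LOH at D3 had an interval below 1. With the Normal library as the reference in place of D0, the ratios over all cells were 1.25, 0.765 and 1.08.

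**Figure D1:**
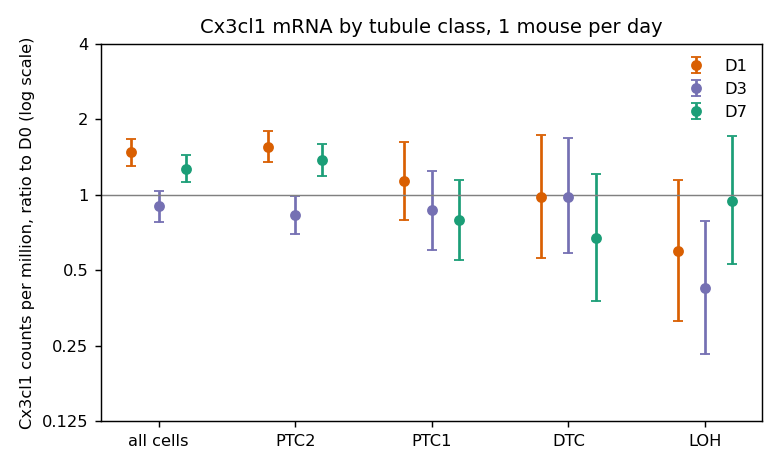
Cx3cl1 CPM at D1, D3 and D7 as a ratio to D0 (log scale), in all cells and in PTC2, PTC1, DTC and LOH. Points are single libraries of 1 mouse, bars are 95% intervals from counting error, and the grey line marks 1; the points of all cells and PTC2 lie above 1 at D1 and D7 and below 1 at D3.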

To interrogate this process at single-cell resolution, we performed global scRNA-seq mapping, which not only corroborated these findings but also uncovered a sustained and progressive induction of Cx3cl1 across days 1, 3, and 7, indicating a prolonged chemotactic program activated in response to macrophage loss (Figure 2a). The Cx3cl1-positive cell population is primarily composed of multiple renal epithelial cell types, including PTC1, PTC2, DTC, and LOH in our analysis (Figure 2b). 

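Cx3cl1 was found in every tubule class, at the highest level per UMI in LOH. At D0 its level was 35.2 CPM in LOH, 13.4 in DTC, 7.71 in PTC1 and 5.87 in PTC2. By number, most cells with a Cx3cl1 UMI were PTC2, 74.9% at D0 and 78.8%, 62.1% and 77.6% at D1, D3 and D7, and PTC1 held 15.8% of them at D0. The share of cells with a Cx3cl1 UMI in Normal, D0, D1, D3 and D7 was 8.76, 8.06, 12.1, 6.32 and 9.76% in PTC2, 4.76, 5.82, 5.93, 4.60 and 3.80% in PTC1, 10.5, 9.57, 11.8, 9.98 and 6.49% in DTC and 18.7, 20, 16.2, 12.6 and 19.5% in LOH. In neutrophils, T cells and B cells together, which serve as the background for free RNA, the share was 0% in Normal, D0, D1 and D3 and 0.909% at D7, but at a median of 4662 UMIs per cell at D0 against 15194 in PTC2. When each cell was thinned to 1000 UMIs, the PTC2 shares were 0.802, 0.626, 0.674, 0.298 and 0.609%, with 58 D0 cells below that depth left out. At that depth the D1 share over the D0 share was 1.08, against 1.51 at full depth and 2.99 when thinned to 500 UMIs, and the D7 share over the D0 share 0.974, against 1.21 and 1.78. The intervals at 1000 UMIs overlap (0.388 to 0.955% at D0, 0.432 to 1.00% at D1 and 0.395 to 0.898% at D7).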

Notably, Cx3cl1 expression levels were comparable between kidneys from wild-type C57BL/6 (Normal) mice and day 0 Cx3cr1CreER^+/−^/ihCD59^+/−^ mice (S2a), demonstrating that basal renal Cx3cl1 expression is not affected by the genetic model before macrophage ablation. Together, these data confirm the previous finding at transcription level that *Cx3cl1* expression is increased after emptying RM niche and further demonstrate that renal epithelial cells, such as the PTC-1 and PTC-2, mainly produced Cx3cl1, a critical niche signaling in RM maintenance and regeneration.

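Cx3cl1 over all cells was 7.38 CPM (95% interval 6.73 to 8.08) in the Normal kidney, 1.18 times the D0 level (1.03 to 1.34), from 471 UMIs. By class the ratio of Normal to D0 was 1.07 (0.913 to 1.26) in PTC2, 0.980 (0.652 to 1.46) in PTC1, 0.937 (0.563 to 1.60) in DTC and 0.817 (0.478 to 1.44) in LOH, with 1 inside each of these intervals. These libraries also differed in sex-linked genes: Xist, the RNA that silences 1 X chromosome in females, had 137445 and 113 UMIs in Normal and D0, and the Y-linked Ddx3y 12 and 4730, and D1, D3 and D7 resembled D0.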

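Proximal tubule cells, PTC1 and PTC2 together, gave 88.5, 90.7, 79.7 and 88.5% of all Cx3cl1 UMIs at D0, D1, D3 and D7. This was close to their share of all UMIs in the libraries, 90.9, 92.5, 86.7 and 90.9%, and of all cells, 86.1, 88.5, 80.0 and 86.4%. PTC2 contributed 73.9, 79.9, 61.9 and 76.9% of the Cx3cl1 UMIs and PTC1 14.6, 10.7, 17.9 and 11.5%. The 24 endothelial cells, pooled over all libraries with Normal included, had a level of 68.2 CPM from 7 UMIs. Of these 6 came from Normal, 1 from D0 and 0 from D1 and D3. Macrophages, which carry the receptor, had 2, 1, 0 and 1 Cx3cl1 UMIs at D0, D1, D3 and D7. Within the proximal tubule the ratio to D0 was 1.49 (1.30 to 1.70) at D1, 0.850 (0.727 to 0.992) at D3 and 1.27 (1.11 to 1.46) at D7. Other signals that feed or attract macrophages, such as Il34 and Csf1, ligands of the macrophage growth factor receptor Csf1r, Tgfb1 and Cxcl12, were grouped with Cx3cl1. In PTC2 this list had median log2 ratios to D0 of 0.26, -0.17 and 0.45 at D1, D3 and D7 (percentiles 99.9, 5.84 and 100.0). In PTC2, Il34 was 0.460, 1.55 and 0.607 times its D0 level at D1, D3 and D7. From the level of Cx3cl1 after the macrophages were removed and the cells it was found in, the paper concludes that tubule cells of the PTC1 and PTC2 type are the main makers of this niche signal.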

To further evaluate the rigor of our scRNA-seq dataset, we performed global and single-cell transcriptomic analyses at baseline (D0) and from day 1 to day 7 post-ablation (D1–D7). We focused on the Macro, PTC1, PTC2, and Cx3cr1^+^ cell compartments and selected the top 30 upregulated (red) and top 30 downregulated (blue) differentially expressed genes (DEGs). 

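Colec12 and Saa3 were among the macrophage genes highest above D0 at D1, D3 and D7, and genes of patrolling monocytes were lower as a group. Among the genes at least 1.5 times higher than D0 on each day with at least 20 counts, the highest on average were Colec12 (ENSMUSG00000036103, chromosome 18, 9707595 to 9882644), a scavenger receptor, with ratios of 22.3 (8.75 to 72.7) at D1, 4.73 (1.71 to 16.2) at D3 and 10.1 (3.76 to 33.8) at D7 (95% intervals in parentheses) from 5, 37, 19 and 24 UMIs in 5, 3, 9 and 8 cells at D0, D1, D3 and D7, Saa3, a serum amyloid, Cd5l, a secreted inhibitor of apoptosis, Cald1, Tenm4, Igf2bp2 and Klk8. Umod, Egf and Klk1, made by LOH and distal tubule cells, were also among the 10 highest, and a single cell held up to 60.0% of their counts. Cald1, an actin-binding protein, had ratios of 8.71, 1.80 and 12.3 at D1, D3 and D7, and Igf2bp2, an RNA-binding protein, 7.91, 4.20 and 3.93. The 10 lowest included Ly6i and Treml4, S1pr5, a sphingosine phosphate receptor of patrolling monocytes (71, 1, 36 and 3 UMIs at D0, D1, D3 and D7), Ip6k3 (34, 1, 7 and 1), Wnt6 (34, 1, 10 and 1), Fgf13 (132, 5, 0 and 13), Rnase2a and Fndc9, while Neto2 and Gpm6b rested on 1 cell for 77.3% and 78.3% of their counts. Grouped by cell identity, nonclassical monocyte genes (Ace, Pglyrp1, Treml4, Nr4a1) had median log2 ratios of -2.29, -0.80 and -1.86 at D1, D3 and D7 (percentiles 0, 0 and 0), and classical monocyte genes (Ly6c2, Ccr2, Plac8) of -0.49, 0.72 and -0.36 at D1, D3 and D7 (percentiles 0.360, 100 and 2.36). Genes of the type I interferon response, among them Isg15 with ratios of 0.628 (0.283 to 1.26) at D1, 2.62 (1.84 to 3.77) at D3 and 0.480 (0.225 to 0.938) at D7, had medians of -0.51, 0.78 and -0.45 at D1, D3 and D7 (percentiles 0.770, 100 and 0.820). In D0 most macrophages lay in the Plac8 and Adgre4 cluster and on the later days in the Fn1 and Arg1 cluster, and these ratios carry that difference as well. Saa3 and Cd5l are also leading genes of a small sub-cluster led by Prg4, with 2, 7, 5 and 17 macrophages at D0, D1, D3 and D7.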

Genes were ranked by the mean log_2_ fold change (log_2_FC) across the three comparisons (D1 vs. D0, D3 vs. D0, and D7 vs. D0) (Figure 2c and Figure S2b). Macrophages robustly upregulated inflammatory/stress-associated and proliferative programs (e.g., *S100a8*, *Lcn2*, *Cxcl10*, *Saa3*, *Rrm2*, *Cdc6*, *Pclaf*) while downregulating regulatory and angiogenic-associated signals (e.g., *Il10*, *Nr4a3*, *Cryab*, *Kdr*), consistent with the emergence of an injury-associated, repopulating macrophage state (Figure 2c, left panel). Collectively, these patterns suggest that replenishing macrophages in the post-ablation kidney niche adopt a more tissue-repairing, metabolically specialized, and microenvironment-modulating phenotype rather than a purely cytotoxic immune program. 

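Of the 11 macrophage genes named here, Saa3, Rrm2 and Pclaf were higher than at D0 on most days, and Il10 and Nr4a3 were lower, while the others had few counts or counts in few cells. Saa3, a serum amyloid made in the acute-phase response (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700), had ratios of 23.3 (19.6 to 27.9) at D1, 3.08 (2.54 to 3.76) at D3 and 4.61 (3.78 to 5.64) at D7 (95% intervals), from 147, 1136, 364 and 323 UMIs at D0, D1, D3 and D7. Rrm2, a subunit of ribonucleotide reductase needed for DNA synthesis, had ratios of 7.54 (2.17 to 32.9) at D1, 1.87 (0.443 to 8.99) at D3 and 11.0 (3.71 to 44.1) at D7, and Pclaf, which binds the replication clamp PCNA, 3.74 (2.14 to 6.60) at D1, 1.05 (0.556 to 1.94) at D3 and 2.85 (1.65 to 4.98) at D7. Saa3 and Pclaf are also among the leading genes of a sub-cluster of 32 macrophages led by Prg4. It held 2, 7, 5 and 17 cells at D0, D1, D3 and D7, and the ratios of both genes carry that difference too. Cdc6, which licenses replication origins, had 0, 4, 5 and 3 UMIs, at least 4.02-fold higher at D1 and 2.07-fold at D3 against a floor of 3 counts at D0. S100a8, a calcium-binding alarmin of neutrophils and monocytes, had ratios of 2.76 (1.48 to 5.15) at D1, 19.3 (12.8 to 30.6) at D3 and 1.48 (0.749 to 2.88) at D7, but 357 of its 373 UMIs at D3 came from 1 of 14 cells with a UMI, and the same library's neutrophil genes had a median log2 ratio of 5.20 in macrophages. Cxcl10, an interferon-induced chemokine, had 3, 61, 51 and 3 UMIs in 3, 1, 3 and 1 cells at D0, D1, D3 and D7, and Lcn2, a siderophore-binding protein, 0, 2, 5 and 3 UMIs, at least 2.07-fold higher at D3. Il10, an anti-inflammatory cytokine, had 17, 0, 0 and 1 UMIs, at least 1.88-fold lower at D1 and 4.55-fold at D3, with a ratio of 0.123 (0.00295 to 0.787) at D7. Nr4a3, an immediate early nuclear receptor, had 22, 0, 10 and 1 UMIs and ratios of 0.566 (0.239 to 1.24) at D3 and 0.0953 (0.00231 to 0.590) at D7. Cryab, a small heat shock protein, and Kdr, a receptor for vascular endothelial growth factor, had 2, 0, 6 and 6 and 1, 0, 4 and 1 UMIs, and no direction is given for them at such counts. Together with Ly6i, Treml4, S100g, Cd5l, Ly6e and Pfkfb3, these genes had median log2 ratios of 1.47, 0.20 and -0.28 at D1, D3 and D7 (percentiles 100, 96.7 and 22.6). The list was chosen by the study on these libraries, and its members go both ways.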

Hallmark pathway analysis of macrophages’ consistently upregulated genes further supported this interpretation (Figure 2c, right panel). 

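Of 9 metabolic, proliferative and stress lists in macrophages, S phase and E2F targets stood highest above D0 at D1 and D7, followed by glycolysis at D1 and the unfolded protein response at D7, and at D3 none of the 9 lay above the middle 95% of random lists. For S phase and E2F targets, the replication genes, the median log2 ratios were 0.93, -0.03 and 0.83 at D1, D3 and D7 (percentiles 100, 34.9 and 100). Mcm5, part of the replicative helicase, had ratios of 2.84, 1.17 and 2.71, Stmn1, a microtubule regulator, 2.76, 0.717 and 2.66 and Pcna 1.32, 1.00 and 1.43. G2/M genes had medians of 0.18, -0.84 and -0.45 (63.5, 0 and 2.52), with Top2a, which untangles DNA before division, at 0.335, 0.184 and 0.362 and Mki67 at 1.19, 0.458 and 0.662 times D0. Their median at D3 was 0.42 when every cell had the same weight. A sub-cluster led by Prg4, Cd5l, Top2a, Pclaf and Mki67 held 2, 7, 5 and 17 macrophages at D0, D1, D3 and D7. With it left out, an alternative chosen after the data were seen, the median of S phase and E2F targets was 0.83 at D1 and 0.29 at D7, below that of the unfolded protein response at D7 (0.37), that of G2/M at D1 was -0.47 and that of glycolysis at D7 was 0.0459. Glycolysis genes had medians of 0.50, -0.02 and 0.09 (100.0, 69.0 and 78.5), with Pgk1 at 1.90 (1.68 to 2.15) at D1, 1.58 (1.43 to 1.76) at D3 and 1.30 (1.15 to 1.47) at D7 and Gapdh at 1.52, 0.810 and 1.01. Nuclear genes of oxidative phosphorylation had 0.18, -0.07 and -0.01 (99.4, 31.4 and 57.1), with Cox4i1 at 1.13, 1.16 and 1.06. The unfolded protein response, the chaperones and enzymes of the endoplasmic reticulum, had 0.26, 0.14 and 0.50 (98.6, 97.1 and 100), with Pdia6, a disulfide isomerase, at 2.04 (1.67 to 2.48) at D1, 1.65 (1.40 to 1.95) at D3 and 1.88 (1.56 to 2.25) at D7 and Hspa5 at 1.08, 0.854 and 1.19. With Normal as the reference its medians were -0.18, -0.74 and -0.14. MYC targets had 0.12, -0.18 and 0.00 (86.7, 2.89 and 64.2), DNA repair 0.10, 0.13 and 0.31 (67.1, 75.8 and 99.8), hypoxia -0.26, -0.05 and 0.04 (5.25, 33.0 and 72.3) and reactive oxygen species 0.19, 0.10 and -0.02 (96.5, 93.8 and 47.4). Bnip3, a hypoxia gene of mitophagy, was 1.64, 1.66 and 1.66 times D0, and Hmox1, which degrades heme, 1.06, 1.69 and 1.33. Over the 9 lists the median was above 0 in 8 at D1, 3 at D3 and 6 at D7, and in the Fn1 and Arg1 cluster alone in 4, 5 and 4, where at D3 3 of the lists lay above and 3 below the middle 95% of random lists. The D3 number depends on the processing: it was 8 with means over cells, 6 with Normal in place of D0 and 7 without the 6% of cells with the highest Scrublet scores, chosen after the data were seen, where the G2/M median at D3 was 1.14. Tubule genes measured in the same macrophages had medians of 0.46, 0.03 and -0.45 (100, 74.0 and 0.140), and genes induced by tissue dissociation, such as Fos and Jun, of -0.48, 0.12 and -0.26 (0.180, 92.8 and 6.99).

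**Figure D2:**
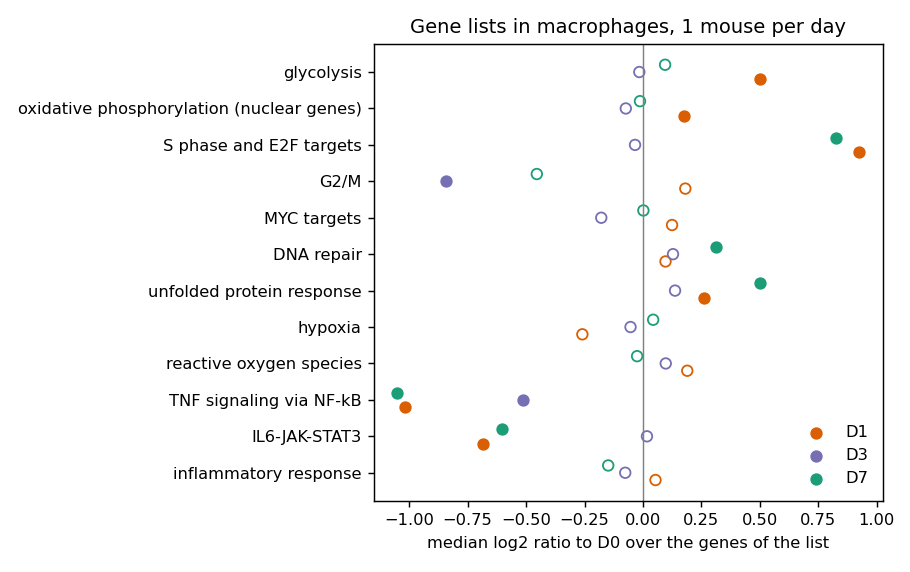
Median log2 ratio to D0 over the genes of 12 lists in macrophages at D1, D3 and D7, 1 mouse each. Filled points lie outside the middle 95% of random lists of similar level and open points inside; TNF signaling is the list farthest below 0 at D1 and D7 and S phase the farthest above.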

Across D1, D3, and D7, macrophage signatures showed reproducible enrichment of metabolic and proliferative pathways, including Glycolysis, Oxidative Phosphorylation, E2F Targets, MYC Targets (V1/V2), G2M Checkpoint, and DNA Repair, together with stress-adaptation programs such as Unfolded Protein Response, Reactive Oxygen Species, and hypoxia (Figure 2c, right panel). In contrast, several canonical inflammatory/immune activation modules were relatively reduced including TNF-α-signaling via NF-κB, IL6-JAK-STAT3 signaling and inflammatory response, aligning with a shift toward reparative remodeling rather than overt inflammatory activation. 

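Genes of TNF signaling via NF-kB were lower than at D0 in macrophages on each day, those of IL6-JAK-STAT3 signaling at D1 and D7, and the inflammatory response list lay inside the middle 95% of random lists on each day. TNF signaling had median log2 ratios of -1.02, -0.51 and -1.05 (0, 0 and 0), and 14 of 20, 9 of 19 and 16 of 20 measured genes were at least 1.5 times lower. Il1b, a cytokine of the acute response, had ratios of 0.171 (0.107 to 0.261) at D1, 0.596 (0.4996 to 0.709) at D3 and 0.212 (0.150 to 0.293) at D7 (95% intervals), the NF-kB inhibitor gene Nfkbia 0.648, 0.644 and 0.604 and Tnf 0.477, 0.487 and 0.175. The chemokine Ccl4, on the same list, was higher, 2.31, 1.35 and 6.91. IL6-JAK-STAT3 signaling had -0.68, 0.02 and -0.60 (0, 71.3 and 0), with the transcription factor Stat3 at 0.547, 0.820 and 0.722 and the kinase Jak2 at 0.592, 1.10 and 0.632 times D0. The inflammatory response list had 0.05, -0.08 and -0.15 (66, 28.1 and 14.4). On it Tlr2, a receptor for bacterial lipoproteins, was lower (0.689, 0.563 and 0.629), and Cd14, its co-receptor, stood at 0.791, 0.835 and 1.27. In the Fn1 and Arg1 cluster alone, chosen after the data were seen, the D3 medians were 0.22 for TNF signaling and 0.55 for the inflammatory response, so that 2 of the 3 inflammatory lists lay above the middle 95% of random lists and 0 below. Fos, Jun and the other genes induced by dissociation also had medians below 0 at D1 and D7. From lower inflammatory modules beside higher metabolic and proliferative ones, the paper proposes a shift of macrophages toward remodeling of a reparative kind.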

The alignment of DEG-level changes with pathway enrichment across time highlights the internal consistency and biological relevance of macrophage responses captured by our scRNA-seq experiments, while the agreement between bulk and single-cell signatures across macrophages, tubular cells, and Cx3cr1^+^ populations underscore the rigor and accuracy of our approach.

### 3.2. Major CellCell Communication Dynamics Following RM Ablation

To characterize intercellular signaling changes after RM ablation, we applied CellChat across eight major kidney cell types [17,38]. Global communication peaked at D1, decreased at D3, and partially recovered by D7, whereas D0 showed minimal signaling (Figure 3a). 

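RNA of the ligand osteopontin (Spp1) in macrophages and of its receptor Cd44, an adhesion receptor for matrix, in neutrophils and T cells gave higher products than at D0 on each day. For neutrophils the product of the ligand CPM and the receptor CPM was 2.80 (2.33 to 3.35) at D1, 1.66 (1.40 to 1.97) at D3 and 3.95 (3.27 to 4.76) at D7 times the D0 product (95% intervals), and for T cells 4.68 (2.88 to 7.29) at D1, 1.71 (1.10 to 2.63) at D3 and 6.37 (3.90 to 10.0) at D7. The chemokine Ccl9 in macrophages with its receptor Ccr1 in neutrophils gave 3.37 (2.51 to 4.66) at D1, 1.04 (0.759 to 1.43) at D3 and 1.56 (1.11 to 2.20) at D7. These products follow RNA only and were computed without an interaction database.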

Circle plots of the top 10% differential interactions revealed strengthened crosstalk among RMs, epithelial cells (PTC2, LOH, DTC), and immune cells (neutrophils, T cells) after ablation (Figure 3b). To investigate the transcriptional programs underlying RM dynamics after ablation, we performed Transcription Factor Regulatory Network Analysis— “SCENIC” on RM scRNA-seq data across five time points (Normal, D0, D1, D3, D7) (Figure 3c). 

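In macrophages the mRNA of the transcription factors Tfe3, which controls lysosome genes, and Gabpa, a regulator of mitochondrial genes, had 1 inside the interval of its ratio to D0 on each day. Mitf, a relative of Tfe3, and Rcor1, a corepressor, were lower at D3, Hif1a was higher at D1, and Myc was lower at D3 and higher at D7. Tfe3 had ratios to D0 of 1.02 (0.702 to 1.46) at D1, 0.973 (0.738 to 1.28) at D3 and 0.964 (0.692 to 1.33) at D7 (95% intervals) and Mitf 0.874 (0.756 to 1.01) at D1, 0.723 (0.646 to 0.808) at D3 and 1.05 (0.937 to 1.18) at D7. Hif1a, the oxygen-sensitive factor of the hypoxia response, had 1.201 (1.01 to 1.42) at D1, 0.986 (0.861 to 1.13) at D3 and 1.08 (0.927 to 1.26) at D7. In the Fn1 and Arg1 cluster alone its D1 ratio was 0.888. Myc, which drives growth genes, had 1.79 (0.899 to 3.44) at D1, 0.323 (0.119 to 0.759) at D3 and 1.86 (1.03 to 3.35) at D7, from 27, 16, 7 and 24 UMIs at D0, D1, D3 and D7. Gabpa had 0.988 (0.555 to 1.68) at D1, 0.794 (0.511 to 1.22) at D3 and 1.37 (0.888 to 2.10) at D7 and Rcor1 1.198 (0.929 to 1.53) at D1, 0.804 (0.649 to 0.993) at D3 and 0.998 (0.787 to 1.26) at D7. Over the 18 factors of Figure 3c the median log2 ratios were 0.06, -0.03 and 0.12 at D1, D3 and D7 (percentiles 70.6, 50.5 and 91.5). Regulon activity, which is scored from a factor's target genes, was not computed, and these values cover the factors' own mRNA. With Normal as the reference, Mitf at D3 was 1.29 and Rcor1 2.62.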

SCENIC identified 18 TF regulons with increased activity after ablation; however, focusing on TFs most relevant to myeloid cell differentiation, we highlighted a core subset that was consistently upregulated at D1, D3, and D7: *Tfe3*, *Mitf*, *Hif1a*, *Myc*, *Gabpa*, and *Rcor1* (Figure 3c). This pattern suggests that post-ablation RM restoration is driven by a differentiation-linked regulatory module rather than baseline homeostatic programs.

To connect these TFs with macrophage-centered communication programs, we used STRING to integrate the upregulated TFs with the ligands identified by CellChat (*Spp1*, *Fn1*, *App*, *Ccl6*, *Ccl9*) (S3a). STRING revealed significant network connectivity (PPI enrichment *p* = 7.66 × 10^−12^) and highlighted biological processes enriched in this integrated network, including interleukin-1-associated responses and myeloid differentiation-related programs (S3b). Especially *Myc*, *Hif1a*, *Mitf* and *Tfe3*, these three TFs are enriched in regulation of myeloid cell differentiation. Together, these data support a model in which a Tfe3/Mitf/Hif1a/Myc/Gabpa/Rcor1-centered transcriptional network coordinates macrophage regeneration and niche reconstitution by coupling differentiation programs with key signaling pathways active during renal repair.

The most dynamic pathways were Spp1, Fn1, and Ccl, with App emerging at D7. 

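Of the ligands of macrophages, Spp1 and Fn1 (fibronectin) were highest at D7 and the chemokines Ccl6 and Ccl9 higher at D1 and D7 than at D0. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) had 795, 1956, 1157 and 3733 CPM at D0, D1, D3 and D7, with ratios to D0 of 2.46 (2.29 to 2.65) at D1, 1.46 (1.36 to 1.56) at D3 and 4.70 (4.43 to 4.98) at D7 (95% intervals). Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) had 4259, 5731, 4394 and 8497 CPM and ratios of 1.35 (1.30 to 1.40) at D1, 1.03 (1.00 to 1.06) at D3 and 1.99 (1.94 to 2.06) at D7. Ccl6 had 1378, 2432, 1228 and 2341 CPM, Ccl9 783, 1326, 868 and 1239 and App, the amyloid precursor protein, 557, 744, 460.5 and 608. In the Normal kidney, which held no macrophage of the Fn1 and Arg1 cluster, Spp1 was 78.9 CPM and Fn1 113. All ligands and receptors of Figure 3 together had median log2 ratios in macrophages of -0.06, 0.09 and 0.07 at D1, D3 and D7 (percentiles 27.3, 94.7 and 66.1).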

Fn1 signaling (notably Fn1-Cd44 and Fn1-Sdc4, plus integrin interactions) mediated RM-RM, RM–immune, and RM–epithelial communication (Figure 3d–f), while Spp1-Cd44 showed a transient dip at D3. 

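Products of Fn1 in macrophages and its receptors were highest at D7, and the Spp1 and Cd44 product was lower at D3 than at D1 and D7. For Fn1 and Cd44, both in macrophages, the product was 1.07 (0.957 to 1.18) at D1, 1.06 (0.986 to 1.15) at D3 and 1.66 (1.51 to 1.81) at D7 times that at D0 (95% intervals). With Sdc4 (syndecan 4) of PTC2 it was 1.34 (1.27 to 1.40) at D1, 0.927 (0.887 to 0.968) at D3 and 2.18 (2.09 to 2.27) at D7, with the integrin subunit Itgav of PTC2 1.10 at D1, 0.882 at D3 and 1.65 at D7, and with Itgb1 1.36 at D1, 1.07 at D3 and 1.99 at D7. Spp1 and Cd44 in macrophages had 1.95 (1.73 to 2.20) at D1, 1.5 (1.37 to 1.65) at D3 and 3.90 (3.52 to 4.32) at D7. In the Fn1 and Arg1 cluster alone, which carries most of the Fn1, the Fn1 and Cd44 product was 0.693 at D1, 1.30 at D3 and 1.18 at D7 and that of Spp1 and Cd44 1.23, 1.91 and 2.77. With Sdc4 of PTC2 the D1 value was 0.848 there.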

Late-stage signaling featured App-Cd74 and App-Sorl1, and early chemokine recruitment was driven by Ccl6-Ccr2 and Ccl9-Ccr1. 

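App and Cd74, the invariant chain of MHC class II, had a macrophage product above D0 at D7, 1.197 (1.07 to 1.33), after 0.834 (0.740 to 0.940) at D1 and 0.685 (0.621 to 0.757) at D3 (95% intervals). App of macrophages with Sorl1, a sorting receptor that binds App, of PTC2 gave 1.33 (1.19 to 1.49) at D1, 0.591 (0.531 to 0.656) at D3 and 0.857 (0.769 to 0.958) at D7, and with Sorl1 of macrophages 0.487 at D1, 0.986 at D3 and 0.611 at D7. Ccl6 with Ccr2, the receptor of classical monocytes, gave 1.98 (1.73 to 2.26) at D1, 0.992 (0.893 to 1.10) at D3 and 1.84 (1.64 to 2.07) at D7, and Ccl9 with Ccr1 2.28 (1.73 to 2.95) at D1, 0.609 (0.462 to 0.784) at D3 and 2.17 (1.69 to 2.73) at D7, all in macrophages. Within the Fn1 and Arg1 cluster the Ccl6 and Ccr2 product was 0.923, 0.469 and 0.751, and the App and Cd74 product 0.111 at D1 and 0.536 at D7. There the products of Ccl9 with Ccr1 and of App with Sorl1 of PTC2 were slightly below D0 at D1. At D7 the Ccl9 and Ccr1 product was closer to D0 than over all macrophages. With Normal in place of D0 the App and Cd74 product at D7 was 0.683.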

Overall, residual RMs rapidly reestablished themselves as communication hubs, coordinating epithelial and immune responses through temporally regulated Fn1, Spp1, and Ccl mediated networks.

### 3.3. Spp1 Signaling Promotes RM Regeneration Following Clodronate Induced Ablation

To define mechanisms underlying macrophage-mediated communication during renal repair, we focused on the Spp1 (osteopontin, OPN) signaling axis and tested its role in RM regeneration using Opn^−/−^ (*Spp1^−/−^*) mice. RMs were depleted by a single injection of clodronate liposomes (CL). In C57BL/6 (B6) mice, flow cytometry at 2 days post-injection (2 DPI) showed an ~65% reduction in CD45^+^CD11b^+^F4/80hi macrophages compared with PBS controls, confirming efficient RM ablation (Figure 4a–c). To assess Spp1-Cd44 signaling in RM repopulation, B6-WT and Opn^−/−^ mice underwent the same CL depletion, and recovery was quantified at 7 DPI and 9 DPI. WT mice rapidly regenerated RMs, returning to near-baseline levels by 7 DPI and remaining stable thereafter. In contrast, Opn^−/−^ mice exhibited a markedly impaired recovery trajectory, characterized by persistently reduced macrophage frequencies throughout the observation period. Notably, even at 7 days post-injury (DPI), macrophage levels remained significantly diminished compared to wild-type controls (Figure 4d). Together, these data identify Spp1/Opn signaling as a critical driver of RM regeneration and renal immune niche reconstitution following depletion.

### 3.4. Dynamic Remodeling of Renal Macrophage Subsets and Cell–Cell Communication Following Macrophage Ablation

We next profiled renal macrophage (RM) dynamics following targeted ablation to characterize the processes governing tissue repopulation and niche restoration. Following efficient depletion at day 1 post-injury, the macrophage compartment at later time points primarily comprised newly recruited and differentiating cells, revealing increased cellular heterogeneity relative to homeostasis (day 0). 

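The macrophage class differed in make-up from day to day: genes of resident macrophages and of matrix remodeling were above D0 at D1 and D7, and genes of classical monocytes at D3. Resident macrophage genes (C1qa, C1qb, Apoe, Ms4a7) had median log2 ratios of 0.32, -0.54 and 0.51 at D1, D3 and D7 (percentiles 99.8, 0 and 100), and matrix genes (Spp1, Fn1, Arg1, Mmp12) of 0.39, 0.04 and 0.57 at D1, D3 and D7 (percentiles 99.6, 75.5 and 100). C1qa, a complement subunit, stood at 0.975, 0.664 and 1.86 times D0 and Arg1, which degrades arginine, at 1.44, 0.478 and 1.69. MHC class II genes, which present antigen, had -0.39, -0.20 and 0.20 at D1, D3 and D7 (percentiles 1.95, 3.42 and 84.6). In the Normal kidney they were higher than at D0, 2.11, as were resident genes, 0.74, while matrix genes were lower, -2.23. Sub-clustering gave 8 groups. The largest were Fn1 and Arg1 cells (164), Ace and Pglyrp1 cells (120) and Ccr2 and Ly6c2 cells (117), followed by a group of 90, of which 79 came from D3, with Hmox1, Pgk1, Bnip3 and Timp1 as leading genes. The D3 cells of the Fn1 and Arg1 cluster were shallow, with a median of 2981 UMIs against 13458 at D0, 10766 at D1 and 8916 at D7. A further 32 cells were led by Prg4 and Cd5l, 31 had Ccl4, Ms4a7 and Mmp13 among their leading genes, and groups of 39 and 28 cells by tubule genes such as Slc12a3 and Slc5a12.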

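The subset with Fn1 and Itgam (Cd11b, an integrin of myeloid cells) held 196 macrophages from the 5 libraries. Its Fn1 level was 9824 (9693 to 9956) CPM (95% interval), against 28.3 in the Ace and Pglyrp1 subset and 755 in the Ccr2 and Ly6c2 subset. Itgam was 755 against 365 and 198. Arg1 (5139.9 CPM), Spp1 (3316) and Ccl6 (3011) were also highest in it. Within the subset Spp1 was 1849 CPM at D0, 2979 at D1, 3509 at D3 and 5793 at D7, Saa3 129, 2243, 191 and 526, and Mmp12, a macrophage elastase, 236, 811, 1023 and 200.1. Because Fn1, Itgam, Ccl6, Spp1 and Arg1 named the subset, their levels describe its identity. Saa3 and Mmp12 were not used for the name. The subset includes the 32 cells led by Prg4, with Saa3 among their leading genes. These numbered 2, 7, 5 and 17 at D0, D1, D3 and D7, so the Saa3 levels by day carry that difference.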

Targeted sub-clustering across four time points identified five transcriptionally distinct RM subsets (Figure 5a–c) Among RMs, Fn1^+^Cd11b^+^ cells expressed Fn1, Itgam, Ccl6, Spp1, and Arg1, consistent with profibrotic tissue-remodeling “builder” macrophages [39,40,41]. 

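A subset of 120 macrophages was named by Ace, the angiotensin-converting enzyme, with 607 (554 to 665) CPM (95% interval), Pglyrp1, which binds bacterial peptidoglycan, with 439 (394 to 488), and Nr4a1, needed for patrolling monocytes, with 574 (522 to 629.8). In the Fn1 and Itgam subset these were 6.82, 5.00 and 58.6 CPM. Genes not used for the name were also high in it: Treml4 (534 CPM), Ly6i (216) and Cx3cr1 (393), against 10.0, 2.27 and 136 in the Fn1 and Itgam subset. C1qa had 0 UMIs in these cells.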

Pglyrp1^+^Ace^+^ cells expressed Ace, Pglyrp1, and Nr4a1, suggesting antimicrobial and regulatory functions [42,43,44]. Ccr2^+^Ly6c2^+^ cells were enriched for recruited monocyte-derived markers (Ccr2, Ly6c2, Ccr9) and pro-inflammatory activity [45,46]. 

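The Ccr2 and Ly6c2 subset held 117 macrophages with 1025 (968 to 1085) CPM of Ccr2, the receptor that brings monocytes out of the bone marrow, and 534 (492 to 577) CPM of Ly6c2 (95% intervals). Ly6c2 was 34.7 CPM in the Ace and Pglyrp1 subset and 80.5 in the Fn1 and Itgam subset, where Ccr2 was 586. Ccr9, a chemokine receptor of gut homing cells and plasmacytoid dendritic cells, had 119 CPM and at most 1 UMI in each of the subsets named by Fn1 and by Ace. Siglech and Flt3, also genes of plasmacytoid dendritic cells and their precursors, were among the 10 leading genes. Within the subset Ly6c2 was 275 CPM at D0 and 712 at D3. Ccr2, Ly6c2 and Ccr9 named the subset.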

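A subset of 31 macrophages was named by Mmp13, a collagenase, with 230.0 (159 to 321) CPM (95% interval), Ccl12, a monocyte chemokine, with 203 (137 to 289.7), Mmp12 with 169 (109 to 249.6) and Mrc1, the mannose receptor, with 365 (274 to 477). Mmp12 was higher in the Fn1 and Itgam subset, 479 (450.2 to 508) CPM, and leads its largest sub-cluster, so it does not set these 31 cells apart. The 31 cells carried the genes of resident macrophages, with C1qa at 6067 CPM against 916 in the Fn1 and Itgam subset, and Cx3cr1 at 507. No sub-cluster was led by Ly6c1, Adgrf5 and Egfl7, genes of endothelial cells. The Ccr2 and Ly6c2 subset had 5 UMIs of Ly6c1 and 2 of Adgrf5, and the Fn1 and Itgam subset 0 and 0. When each macrophage was given to the subset whose markers stood highest in it, 3.19% of D0, 3.51% of D1, 5.06% of D3 and 4.39% of D7 macrophages were placed with Ly6c1 and Adgrf5.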

Mmp13^+^Ccl12^+^ cells expressed Mmp13/Mmp12, Ccl12, and Mrc1, indicating ECM remodeling and chemotaxis, while Ly6c1^+^Adgrf5^+^ cells (Ly6c1, Adgrf5, Egfl7) resembled niche-surveillance “sensor/guardian” macrophages. Temporally, Fn1^+^Cd11b^+^ and Mmp13^+^Ccl12^+^ peaked at day 1 and declined by days 3–7, whereas Pglyrp1^+^Ace^+^ and Ccr2^+^Ly6c2^+^ were reduced at day 1 but expanded later, approaching baseline by day 7 (Figure 5b), consistent with monocyte-driven replenishment and repair-associated transitions [39].

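Of all macrophages, the Fn1 and Itgam subset made up 31.9% (25.3 to 39.1) at D0, 57.9% (44.1 to 70.9) at D1, 20.3% (15.3 to 25.9) at D3 and 47.4% (37.9 to 56.9) at D7 (95% intervals), with the highest share at D1. The Ace and Pglyrp1 subset, with the genes of patrolling monocytes, was 36.2% (29.3 to 43.5) at D0, 7.02% (1.95 to 17.0) at D1, 12.7% (8.71 to 17.6) at D3 and 9.65% (4.92 to 16.6) at D7, lower than at D0 on each later day. The Ccr2 and Ly6c2 subset was 17.0% (11.9 to 23.2) at D0, 7.02% (1.95 to 17.0) at D1, 23.6% (18.4 to 29.6) at D3 and 15.8% (9.63 to 23.8) at D7. With sub-clustering at a resolution of 1.0 the group given this name (Ccr2+Ly6c2+) was 7.45%, 3.51%, 4.22% and 7.02%, so that D3 was below D0, while a group of 81 cells with Ly6c2 and Plac8 stayed unnamed. The Mmp13 and Ccl12 subset was 3.19% (1.18 to 6.82) at D0, 5.26% (1.10 to 14.6) at D1, 0.844% (0.102 to 3.01) at D3 and 9.65% (4.92 to 16.6) at D7, from 6, 3, 2 and 11 cells, and its intervals at D0, D1 and D7 overlap. With each macrophage assigned by its own markers, Mmp13+Ccl12+ was 9.57%, 17.5%, 8.44% and 14.0%, highest at D1. No macrophage was placed in a Ly6c1 and Adgrf5 subset, with upper 95% limits of 1.94% at D0, 6.27% at D1, 1.54% at D3 and 3.18% at D7. Per 1000 cells of the library, the Fn1 and Itgam subset numbered 11.7, 6.20, 7.98 and 8.02 at D0, D1, D3 and D7, the Ace and Pglyrp1 subset 13.3, 0.751, 4.99 and 1.63, and the Ccr2 and Ly6c2 subset 6.25, 0.751, 9.31 and 2.67. The unnamed groups, led by stress or tubule genes, were 11.7%, 22.8%, 42.6% and 17.5%. The rule that leaves the Hmox1 and Bnip3 group of D3 unnamed was set after the shares had been seen. With that group counted among the Fn1 and Itgam (Cd11b) cells, as in the naming before it and in the planned sub-clustering at a resolution of 0.3, their D3 share was 53.6%.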

These results show that RM ablation induces dynamic remodeling in both macrophages and epithelial cells. Five RM subsets display distinct transcriptional programs-profibrotic, regulatory, inflammatory, remodeling, and surveillance with shifting proportions during injury and repair. Concurrently, PTC subclusters undergo transient loss and recovery, exhibiting stress adaptation, metabolic, and cytoskeletal changes. 

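PTC1 made up 19.4% (18.4 to 20.6) of all cells at D0 (95% interval), 20.6% (19.5 to 21.7) at D1, 23.2% (22.1 to 24.2) at D3 and 24.7% (23.6 to 25.7) at D7, and PTC2 66.7, 67.9, 56.9 and 61.8%. With cells split at 25% mitochondrial UMIs in place of clusters the order of days for PTC1 turns round: the PTC1 share of all cells was 18.3, 18.1, 15.7 and 12.7% and the PTC2 share 67.8, 70.4, 64.3 and 73.7%. In PTC2, the unfolded protein response genes had median log2 ratios to D0 of 0.19, 0.02 and 0.16 at D1, D3 and D7 (percentiles 100.0, 70.8 and 95.1), and reactive oxygen species genes of -0.01, 0.16 and 0.28 at D1, D3 and D7 (percentiles 16.9, 99.3 and 100.0). Gclc, which limits glutathione synthesis, was 0.936, 1.47 and 1.26 times D0 and Nqo1, a quinone reductase, 0.994, 0.992 and 1.68. Glycolysis genes had 0.03, 0.14 and 0.06 at D1, D3 and D7 (percentiles 52.6, 98.3 and 45.3) in PTC2, where oxidative phosphorylation genes had -0.07, 0.11 and 0.04 at D1, D3 and D7 (percentiles 0.0350, 86.0 and 20.4) and G2/M genes -1.06, -0.17 and -0.19 at D1, D3 and D7 (percentiles 0, 20.3 and 2.54), with Top2a at 0.242, 0.658 and 1.13. In PTC1, TNF signaling genes had -0.11, -0.58 and -0.50 at D1, D3 and D7 (percentiles 28.4, 0.160 and 0.340) and unfolded protein response genes 0.16, -0.08 and -0.16 at D1, D3 and D7 (percentiles 99.5, 0.865 and 0.860). The complement gene C3 was 3.59 (2.95 to 4.40) at D1, 0.495 (0.370 to 0.658) at D3 and 4.69 (3.89 to 5.69) at D7 times D0 in PTC1, and Havcr1 (Kim-1, an injury marker of the proximal tubule) 4.16 (2.29 to 8.07) at D1, 0.394 (0.135 to 1.04) at D3 and 0.941 (0.442 to 2.04) at D7. Dissociation genes had medians of -0.14, 0.08 and -0.41 in PTC1 and -0.01, -0.42 and -0.40 in PTC2 at D1, D3 and D7. The largest PTC2 cluster was cluster 2, which is shallow, at D0 and D3 and cluster 6 at D1, the latter, led by Slc7a13 and Cyp4a14.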

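Within each kidney, PTC1 had lower RNA of proximal tubule transporters than PTC2 and, on average, also lower RNA of tubule inflammation genes. PTC1 was named as the side of the mitochondrial split with lower Slc13a1, Slc22a30, Slc34a1 and Lrp2 over all libraries. These genes are among the 15 transporters, so the direction of that list was in part set by the naming. Its p is no independent test of that direction. The mean log2 ratio of PTC1 over PTC2 for 15 transporters was -1.18, -1.26, -1.22, -1.22 and -1.23 in Normal, D0, D1, D3 and D7, a mean of -1.22 (SD 0.03), n = 5 mice. It was below 0 in 5 of 5 libraries (exact sign-flip permutation test, 2-sided p = 0.063, the smallest p that 5 libraries allow, 0.0755 after Benjamini-Hochberg adjustment over 29 lists). Slc5a12, a lactate transporter of the early proximal tubule, had a mean log2 ratio of -6.02 (SD 0.17), Slc5a2, the glucose transporter SGLT2, -2.52 (SD 0.48), Slc13a1, a sulfate transporter, -2.07 (SD 0.16) and the endocytic receptor Lrp2 -0.75 (SD 0.19). The organic anion transporters Slc22a6 and Slc22a7 were higher in PTC1, 1.22 (SD 0.17) and 2.36 (SD 0.66). For tubule inflammation genes the mean was -1.32 (SD 0.34), below 0 in 5 of 5 libraries (exact sign-flip test, p = 0.063). Cxcl10 had -3.56 (SD 1.62), Nfkb1, an NF-kB subunit, -3.17 (SD 0.70) and the adhesion molecule Icam1 -1.30 (SD 0.46), while C3 was higher in PTC1, 1.64 (SD 0.91), and Cx3cl1 had 0.14 (SD 0.36). Tubule injury genes had a mean of -0.33 (SD 0.24), below 0 in 4 of 5 libraries (exact sign-flip test, p = 0.125), but -0.0353 with mitochondrial genes left out of the total and 0.00541 with the unnamed cluster 10 joined to PTC1, which was chosen after the data were seen. On this list Havcr1 (2.68 (SD 1.01)) and the keratin Krt8 (0.94 (SD 0.14)) were higher in PTC1. Nuclear genes of oxidative phosphorylation were higher in PTC1 in 5 of 5 libraries, with a mean of 0.96 (SD 0.06). Genes that span over 100 kb had a median log2 ratio of -3.07 (SD 0.04), genes of 10 to 100 kb one of -1.26 (SD 0.07) and genes under 10 kb one of -0.10 (SD 0.04). Against genes of like span the transporters had a mean of 0.30 (SD 0.06), and no such comparison was made for the inflammation genes. With mitochondrial UMIs left out of the total, the transporter mean was -0.93, and with cells split at 25% mitochondrial UMIs in place of clusters the means were -0.58 for transporters and -0.91 for inflammation.

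**Figure D3:**
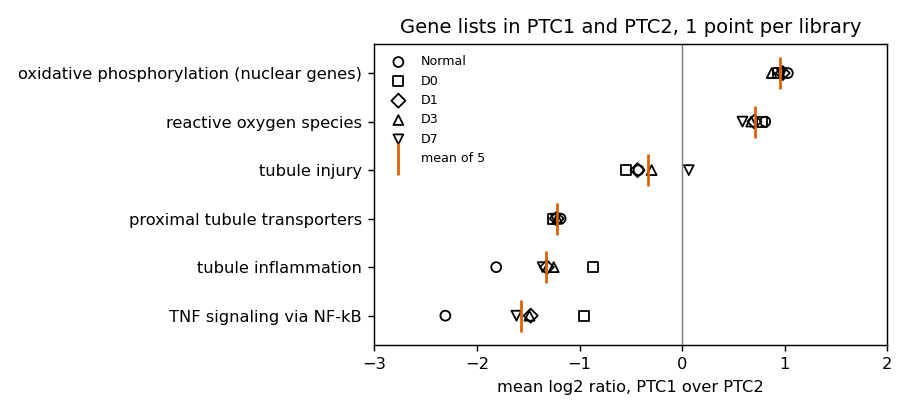
Mean log2 ratio of PTC1 over PTC2 for 6 gene lists, 1 point per library (Normal, D0, D1, D3 and D7) and an orange bar for the mean of 5. Oxidative phosphorylation and reactive oxygen species genes lie above 0 and transporters, inflammation and TNF signaling below 0 in all libraries, and injury genes lie on both sides.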

The emergence of two PTC populations (S1) suggests PTC1 represents injured epithelium with lower transporter expression and higher inflammatory signaling driven by immune–epithelial cross-talk.

At the major cell level, macrophages remained the primary signal senders after RM ablation, coordinating epithelial crosstalk, autoregulatory loops, and macrophage recruitment. PTC2 was a major recipient of RM-derived signals and showed self-regulation. To test whether subtype-level interactions differed, we focused on seven populations: Fn1^+^Cd11b^+^ RM, Pglyrp1^+^Ace^+^ RM, Ccr2^+^Ly6c2^+^ RM, and four PTC2 subtypes (PTC2_S1, PTC2_S1S3, Slc22a6_low_PTC2_S1, Slc25a25_high_PTC2_S1) (Figure 5d). Circle plots of the top 10% differential interactions revealed strong temporal shifts. At day 1, residual RMs showed increased communication compared with day 0, with Fn1^+^Cd11b^+^ RM as the dominant sender; Pglyrp1^+^Ace^+^ and Ccr2^+^Ly6c2^+^ RMs acted as both senders and receivers with autoregulation. At day 3, Ccr2^+^Ly6c2^+^ RM became the main signaling hub, interacting strongly with itself and Pglyrp1^+^Ace^+^ RM. By day 7, Fn1^+^Cd11b^+^ RM again dominated, targeting both RM subsets and PTC2 subtypes (PTC2_S1S3 and Slc25a25_high_PTC2_S1), while Ccr2^+^Ly6c2^+^ RM retained autoregulatory signaling (Figure 5d). 

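Fn1 in the Ccr2 and Ly6c2 macrophages was 679 (593 to 774) CPM at D0, 983 (902 to 1070.2) at D3 and 592 (479.6 to 723) at D7 (95% intervals), while D1 held 4 such cells. These levels are below those of the Fn1 and Itgam macrophages, 9133, 8906 and 13023 CPM. The Sirpb1 genes, which encode activating receptors of myeloid cells, were highest in the Ace and Pglyrp1 macrophages. Sirpb1a had 181 (152 to 214) CPM there, Sirpb1b 266 (231 to 305) and Sirpb1c 219.6 (188 to 255). In the Ccr2 and Ly6c2 macrophages they had 59.0, 94.9 and 164 CPM, and in the Fn1 and Itgam macrophages 4.09, 11.8 and 27.3. By day, Sirpb1a in the Ace and Pglyrp1 macrophages was 133 CPM at D0, 295 at D3 and 251 at D7, Sirpb1b 244, 306 and 189, and Sirpb1c 164, 317 and 398.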

Fn1–integrin interactions peaked at day 3 from Ccr2^+^Ly6c2^+^ RM, and Sirpb signaling was consistently enriched in Pglyrp1^+^Ace^+^ RM, indicating a subtype-restricted program. Overall, RM–PTC2 communication follows a temporal hierarchy: Fn1^+^Cd11b^+^ RM leads early and late, whereas Ccr2^+^Ly6c2^+^ RM dominates mid-phase signaling, together coordinating niche restoration through Fn1-, Spp1-, Ccl-, and App-driven networks.

## 4. Discussion

In this study, we used scRNA-seq analyses to monitor RM dynamics, renal global and single-cell transcriptomic changes in the response to acutely empty RMs niche in ILY-injected hCD59 labeled RMs mice [5,6]. First, scRNA-seq faithfully recapitulated these dynamics, resolving all major renal cell lineages and confirming the specificity and reproducibility of RM loss and recovery in line with established kidney single-cell atlases [9,12,47]. Second, we confirm that Cx3cl1 is a pivotal epithelial-derived signal that triggers and sustains RM regeneration [5] and documents that Cx3cl1 is mainly produced in PTC1 and PTC2 after depletion. These results are consistent with the previous transcriptomic analysis by others showing that CX3CL1 is highly expressed by tubular epithelium in injured kidneys and drives monocyte/macrophage attraction and retention in both homeostasis and disease states, including acute injury and immune nephritis models [48,49]. The sustained epithelial release of CX3CL1 may further support macrophage survival and differentiation, as CX3CR1 signaling has been implicated in macrophage longevity and function in other tissues [50]. Third, data self-validation of global and single-cell transcriptomic comparisons at three different time points showed highly reproducible gene-expression changes in macrophages, PTC1 and PTC2 and pathway changes in macrophages (Figure 2c). Only Ly6i and Treml4, established markers of tissue-resident (yolk-sac-derived) RMs, were consistently downregulated across Macro, Cx3cr1^+^, and bulk datasets, confirming selective depletion of resident macrophages. 

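Ly6i (ENSMUSG00000022586, chromosome 15, 74979534 to 74983430), a Ly6 surface protein, and Treml4 (ENSMUSG00000051682, chromosome 17, 48264295 to 48275360), a receptor of patrolling monocytes and some macrophages, were lower than at D0 on each day in macrophages, in Cx3cr1+ cells and over all cells. In macrophages the Ly6i ratios were 0.0526 (0.0107 to 0.156) at D1, 0.239 (0.159 to 0.348) at D3 and 0.183 (0.1001 to 0.310) at D7 (95% intervals), and those of Treml4 0.104 (0.0565 to 0.177) at D1, 0.396 (0.322 to 0.484) at D3 and 0.0984 (0.0586 to 0.156) at D7. In Cx3cr1+ cells, those with at least 1 Cx3cr1 UMI (220 cells at D0 and 102, 176 and 121 at D1, D3 and D7), Ly6i had 0.0207 (0.00249 to 0.0759) at D1, 0.222 (0.139 to 0.339) at D3 and 0.147 (0.0766 to 0.258) at D7 and Treml4 0.0668 (0.0361 to 0.113) at D1, 0.392 (0.310 to 0.493) at D3 and 0.0365 (0.0146 to 0.0759) at D7. Over all cells Ly6i had 0.0588 at D1, 0.207 at D3 and 0.0829 at D7 and Treml4 0.0838 at D1, 0.392 at D3 and 0.0677 at D7, and in the Normal kidney 0.0291 and 0.0557. Both genes were highest in the Ace and Pglyrp1 macrophages. Genes of resident macrophages, C1qa and its companions, had medians over all cells of -1.19, -0.50 and -0.15 at D1, D3 and D7 and nonclassical monocyte genes of -2.84, -1.07 and -2.31.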

Macrophages displayed induction of DAMP and proliferative genes, consistent with inflammatory monocyte repopulation, alongside sustained upregulation of Cxcl10, a key chemokine driving monocyte-derived macrophage recruitment in kidney injury [51,52]. 

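Cxcl10, (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889, was higher than at D0 in Cx3cr1+ cells on each day and over all cells at D1. In Cx3cr1+ cells its ratios were 4.93 (2.24 to 12.0) at D1, 8.29 (4.04 to 19.1) at D3 and 15.1 (7.55 to 34.4) at D7 (95% intervals), from 9, 26, 51 and 73 UMIs at D0, D1, D3 and D7, and in the Normal kidney 15.1 (7.54 to 34.5). Over all cells they were 1.56 (1.34 to 1.82) at D1, 0.875 (0.732 to 1.05) at D3 and 0.664 (0.549 to 0.801) at D7. In macrophages it had 3, 61, 51 and 3 UMIs, in 3, 1, 3 and 1 cells. PTC2, which holds a cluster of 265 cells led by the interferon genes Iigp1, Ifit3 and Cxcl10, had 1.30, 0.634 and 0.765 times D0. Tubule genes such as Calb1 and Wfdc2 were also higher in Cx3cr1+ cells, 19.6, 18.3 and 23.6 and 11.7, 12.2 and 11.7 times D0.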

Shared upregulation of S100g and Cd5l (AIM) across macrophage populations reflected conserved injury-responsive programs, with CD5L implicated in macrophage remodeling and renal fibrosis across multiple kidney disease models [53,54,55]. 

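Cd5l, ENSMUSG00000015854, chromosome 3, 87357881 to 87371073, an inhibitor of apoptosis that macrophages secrete, was higher than at D0 in macrophages and over all cells on each day. S100g, ENSMUSG00000040808, chromosome X, 162961992 to 162964599, a calcium-binding protein of distal tubule cells, was higher in macrophages at D1 and D3. Cd5l in macrophages had ratios of 9.90 (7.65 to 12.9) at D1, 2.25 (1.69 to 3.01) at D3 and 11.4 (8.95 to 14.7) at D7 (95% intervals), from 78, 256, 141 and 425 UMIs, and over all cells 3.10 at D1, 1.79 at D3 and 4.99 at D7. Cd5l is a leading gene of a sub-cluster of 32 macrophages, also led by Prg4, that held 2, 7, 5 and 17 cells at D0, D1, D3 and D7. In Cx3cr1+ cells it had 1, 12, 82 and 55 UMIs at D0, D1, D3 and D7, in 1, 1, 5 and 5 cells. S100g in macrophages had ratios of 56.2 (34.0 to 99.5) at D1, 16.6 (10.0 to 29.6) at D3 and 0.786 (0.252 to 2.12) at D7, with 291 of the 298 UMIs at D1 in 1 cell. With the highest cell of each library left out they were 1.79 (0.597 to 4.93), 12.4 (6.84 to 24.7) and 0.890 (0.246 to 2.71). In Cx3cr1+ cells they were 1.71 (0.994 to 2.93) at D1, 11.7 (7.95 to 17.7) at D3 and 7.15 (4.75 to 11.1) at D7, and over all cells 0.936 at D1, 4.81 at D3 and 1.38 at D7. S100g was a leading gene of a DTC cluster of 648 cells. In neutrophils, T cells and B cells its D3 ratio was 50.7 (24.4 to 127), from 330 UMIs in 20 of 176 cells.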

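Ly6e, a Ly6 protein induced by interferon, was higher in PTC1 than in PTC2, and Pfkfb3, which drives glycolysis through fructose bisphosphate, was higher in PTC2. Ly6e (ENSMUSG00000022587, chromosome 15, 74955051 to 74959905) was 117, 74.6, 94.6 and 48.6 CPM in PTC1 and 36.7, 31.7, 40.4 and 28.4 in PTC2 at D0, D1, D3 and D7, a mean log2 ratio of PTC1 over PTC2 of 1.04 (SD 0.53) with Normal included. Pfkfb3 (ENSMUSG00000026773, chromosome 2, 11471433 to 11554077) had a mean log2 ratio of -3.02 (SD 0.78), where genes that span 10 to 100 kb had a median of -1.26 and genes over 100 kb one of -3.07. Against D0, Ly6e in PTC2 was 0.864 (0.810 to 0.922) at D1, 1.10 (1.03 to 1.17) at D3 and 0.775 (0.724 to 0.829) at D7 (95% intervals) and Pfkfb3 1.31 (1.12 to 1.53) at D1, 1.14 (0.959 to 1.34) at D3 and 1.15 (0.975 to 1.35) at D7. In PTC1, Ly6e was 0.637 (0.574 to 0.707) at D1, 0.808 (0.738 to 0.886) at D3 and 0.415 (0.372 to 0.462) at D7. In Normal, Ly6e was 2.85 CPM in PTC1 and 2.43 in PTC2. Type I interferon genes had median log2 ratios to D0 in PTC2 of -0.01, -0.81 and -1.36 at D1, D3 and D7 (percentiles 51.0, 0 and 0), with Isg15, a ubiquitin-like modifier, at 1.202, 0.245 and 0.215.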

Proximal tubules diverged into a metabolically rewired PTC1 state and an immune-stressed PTC2 state, the latter marked by Ly6e and Pfkfb3, linking epithelial stress to immune-metabolic pathways known from inflammatory macrophages [56]. Collectively, these data highlight tight macrophage–epithelial interdependence and establish ILY-ihCD59-mediated ablation with integrated transcriptomics as a robust framework to study RM niche regulation and epithelial homeostasis. Transcriptomic analysis showed that regenerating RMs do not immediately return to a homeostatic state but instead transiently acquire an injury-adaptive program marked by heightened metabolic activity, proliferation, and stress responses. Enrichment of glycolysis, oxidative phosphorylation, MYC- and E2F-driven cell-cycle programs, and DNA repair pathways indicate that RM regeneration is metabolically demanding and tightly linked to proliferative control. In contrast, canonical inflammatory pathways, including TNFα–NF-κB and IL-6–JAK–STAT3 signaling, were relatively subdued, consistent with a reparative rather than pro-inflammatory macrophage phenotype. This profile aligns with prior studies demonstrating that tissue-repair macrophages depend on metabolic reprogramming and proliferative capacity to restore organ integrity [1,57,58], and with kidney-specific evidence linking macrophage metabolic states to epithelial recovery and fibrosis limitation [59,60]. Our findings extend this paradigm by defining a transcriptional program uniquely associated with macrophage niche reconstitution following acute depletion. Collectively, our findings highlight a spatiotemporally coordinated epithelial–immune axis that orchestrates macrophage niche regeneration, with implications for targeted modulation of chemokine signaling in renal repair and chronic kidney diseases.

Cell–cell communication analysis revealed that RM ablation triggers a dynamic, time-dependent rewiring of intercellular signaling networks. RM-epithelial and RM-immune interactions peaked at days 1 and 7 post-ablation, with a transient reduction at day 3, consistent with macrophages acting as signaling hubs that coordinate early inflammatory responses followed by reparative programs [1,61,62,63]. Ligand–receptor analyses identified Spp1-Cd44 and Fn1-Cd44 as dominant pathways, implicating macrophage-driven ECM remodeling, fibrosis, and epithelial–immune communication [64,65,66] Spp1 signaling peaked at day 7, paralleling expansion of Spp1^+^ macrophages linked to chronic kidney injury and fibrotic repair [67,68], while Fn1-Cd44/Sdc4 interactions supported immune retention and matrix remodeling [69,70]. Functional analyses revealed that SPP1 is essential for macrophage regeneration following depletion, while being largely dispensable for steady-state homeostasis. Specifically, *Spp1^−/−^* mice exhibited a pronounced delay in macrophage repopulation after clodronate-mediated ablation, indicating a critical role for SPP1 in injury-induced macrophage renewal. Consistent with these findings, SPP1 has been implicated as a key mediator of immune cell–vascular interactions, particularly under inflammatory and reparative conditions [71,72]. Although clodronate liposome administration provides a simple and quick model to validate RM regeneration in Opn^−/−^ mice, it possesses limitations compared to our specific hCD59-ILY system. Clodronate may exert broader, less specific systemic effects on extra-renal phagocytes and induce a distinct inflammatory baseline. Future studies utilizing targeted CD44 receptor blockade or local rescue with recombinant osteopontin will be essential to precisely dissect the spatiotemporal dynamics of this axis. Together, these findings support a model in which macrophage- and epithelial-derived SPP1 establishes CD44-dependent autocrine and paracrine loops that drive macrophage recruitment, survival, and niche restoration during kidney repair [73,74]. Single-cell transcription factors regulatory network analysis identified 18 TFs selectively activated at days 1, 3, and 7 following RM ablation, implicating them in niche regeneration rather than homeostatic maintenance. Integration of these TFs with ligand–receptor pathways (Spp1, Fn1, App, Ccl6, Ccl9) revealed strong protein–protein interaction enrichment and highlighted IL-1-responsive and differentiation-related programs, consistent with IL-1 signaling as a key regulator of macrophage activation and myeloid differentiation during injury and repair [9]. Prominent TFs, including Hif1α, Myc, Cebpα, Klf family members, and BHLHE40/41, are well established drivers of macrophage metabolism, proliferation, and reparative polarization under inflammatory and hypoxic conditions [75,76,77,78,79]. TF clustering further revealed functional modules governing metabolic–proliferative reprogramming, stress and inflammatory responses, and chemokine-mediated leukocyte recruitment. Together, these data support a conserved differentiation program underlying RM regeneration, in which TF-driven induction of ligands such as Spp1 sustains autocrine and paracrine signaling essential for macrophage niche reconstitution.

After RM ablation, most macrophages detected from day 1 onward represent newly recruited cells, resulting in increased heterogeneity compared with the baseline RM pool. Single-cell analysis identified five RM subsets and ten proximal tubule cell (PTC) subtypes across time points, revealing greater epithelial diversity than previously appreciated. Among RMs, Fn1^+^Cd11b^+^ cells displayed a profibrotic remodeling phenotype [39], while Pglyrp1^+^Ace^+^ and Ccr2^+^Ly6c2^+^ subsets reflected antimicrobial and inflammatory monocyte-derived states. Mmp13^+^Ccl12^+^ macrophages were associated with ECM remodeling, whereas Ly6c1^+^Adgrf5^+^ cells represented niche-surveillance populations. Temporally, remodeling subsets peaked early, followed by expansion of inflammatory monocyte-derived populations, consistent with stepwise monocyte recruitment and differentiation during repair [15,80].

PTC sub-clustering revealed ten distinct epithelial states, with three PTC1 subtypes transiently reduced at day 1 and recovering by days 3–7, consistent with macrophage-dependent epithelial repair mediated by CSF-1 [81]. These PTC1 subsets reflected stress responses, metabolic adaptation, and cytoskeletal remodeling. Together, these data demonstrate coordinated temporal remodeling of macrophage and epithelial compartments after RM ablation, extending prior studies of RM heterogeneity and highlighting macrophage-epithelial cross-talk as a central driver of kidney regeneration [82,83,84,85,86]. Subtype-resolved communication analysis further demonstrated that RM-PTC2 crosstalk follows a temporal hierarchy. Fn1^+^Cd11b^+^ macrophages dominated early and late signaling through Fn1-Cd44 and integrin pathways, consistent with fibronectin’s established role in macrophage retention and tissue remodeling [39]. In contrast, Ccr2^+^Ly6c2^+^ macrophages became the principal signaling hub at the mid-phase, coinciding with peak monocyte recruitment and differentiation. Pglyrp1^+^Ace^+^ macrophages engaged distinct pathways, including App–Cd74 and Sirpb signaling, suggesting immunomodulatory roles not captured at the major cell level, in line with emerging evidence for APP-related signaling in macrophage immune regulation [87]. These data align with the view of macrophages as regulators of repair via structured networks [88,89]. The shifting roles of RM subsets mirror established macrophage plasticity during renal injury [20,90]. Furthermore, the prominent FN1 and SPP1 axis signaling accords with emerging models of macrophage-epithelial communication [20]. Our findings reveal a specific communication hierarchy where RM subsets sequentially regulate PTC2 signaling to coordinate epithelial repair. This highlights RM regeneration as a dynamically orchestrated inter-lineage process.

## 5. Conclusions

Acute depletion of renal macrophages (RMs) initiates a highly coordinated regenerative program characterized by rapid reconstitution of the macrophage niche through the sequential recruitment and differentiation of discrete macrophage subsets, including Ccr2^+^Ly6c2^+^, Pglyrp1^+^Ace^+^, and Fn1^+^Cd11b^+^ populations. Integrated single-cell transcriptomic and cell–cell communication analyses identify post-ablation macrophages as dominant signaling hubs that engage in dynamic bidirectional crosstalk with immune and proximal tubule epithelial (PTE) cells via key ligand–receptor pathways such as Spp1-Cd44 and Fn1-integrin. Collectively, these findings establish renal macrophage repopulation as a tightly regulated, transcription factor-dependent and communication-driven process that synchronizes immune–epithelial networks to restore kidney niche integrity, thereby providing mechanistic insight into regenerative repair while highlighting therapeutic opportunities to enhance regeneration and limit fibrosis. To guide future investigator efforts in fully translating these mechanisms, implementing targeted functional strategies such as in vivo anti-CD44 antibody blockades or localized rescue protocols using recombinant osteopontin will serve as a vital next step to validate these precise receptor–ligand dynamics. Despite the mechanistic clarity afforded by murine depletion–repopulation models, the transcriptional regulation of macrophage–tubular epithelial interactions in human kidney disease remains poorly defined. In particular, how injury-induced transcriptional programs govern macrophage recruitment, fate specification, and niche re-establishment through evolving intercellular signaling networks, and how macrophage heterogeneity integrates with epithelial stress responses to promote adaptive repair versus maladaptive fibrosis, remain unresolved. Addressing these gaps will require future studies employing chronic injury models, metabolic perturbations, and integrative multi-omics approaches in human biopsies and organoid systems to evaluate conservation, biomarker relevance, and therapeutic tractability of macrophage–epithelial communication pathways in kidney disease.

## Figures and Tables

**Figure 1:**
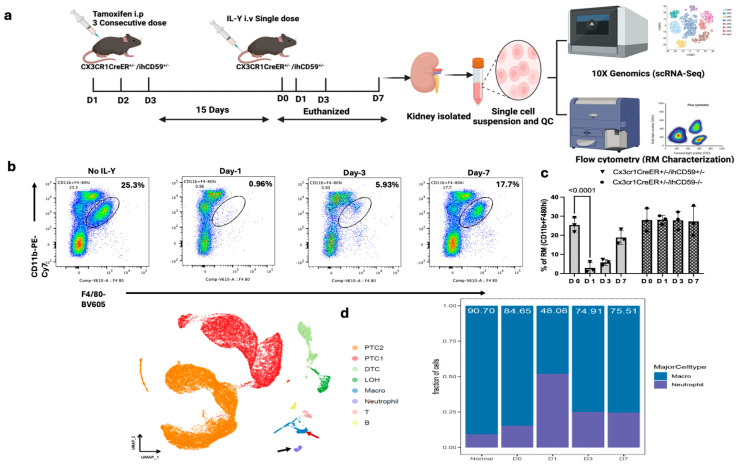
Flow cytometry and single-cell RNA sequencing confirmation of renal macrophage ablation and regeneration in mice. (**a**) Experimental design for scRNA-seq: Schematic representation of renal macrophage (RM) labeling with hCD59 via intraperitoneal administration of tamoxifen, followed by macrophage ablation using ILY. Kidneys from Cx3cr1CreER^+/−^/ihCD59^+/−^ mice were collected for single-cell RNA sequencing (scRNA-seq) using the 10× Genomics Chromium platform and for flow cytometric analysis. (**b**) Flow cytometric analysis of RMs: Representative plots depicting the proportion of RMs (CD11b^+^F4/80hi) at days 1, 3, and 7 following ILY administration (120 ng/g body weight), compared with control mice (no ILY treatment). (**c**) Ablation and regeneration of kidney-resident macrophages (RM): The figure illustrates the proportion of RM cells at different time points (D0, D1, D3, and D7) following intravenous ILY administration (120 ng/g body weight) in *Cx3cr1*CreER^+/−^/*ihCD59*^+/−^ and *Cx3cr1*CreER^+/−^/*ihCD59*^−/−^ mice, compared with control samples (D0, without ILY treatment). (**d**) UMAP visualization of scRNA-seq data identified distinct kidney cell populations, including renal macrophages. A stacked bar plot illustrates the proportion of macrophages among the myeloid cells (macrophages—red arrow + neutrophils—black arrow), which decreased from 84.65% at day 0 to 48.08% at day 1, followed by recovery to 74.91% at day 3 and 75.51% at day 7. For flow cytometry analyses, *n* = 3 mice per group at each time point. Data are presented as mean ± standard deviation (SD). Statistical significance was determined using two-way ANOVA, with *p* < 0.05 considered statistically significant. For single-cell RNA sequencing (scRNA-seq), *n* = 1 mouse per group at each time point. (**a**) was created using BioRender.com.

**Figure 2:**
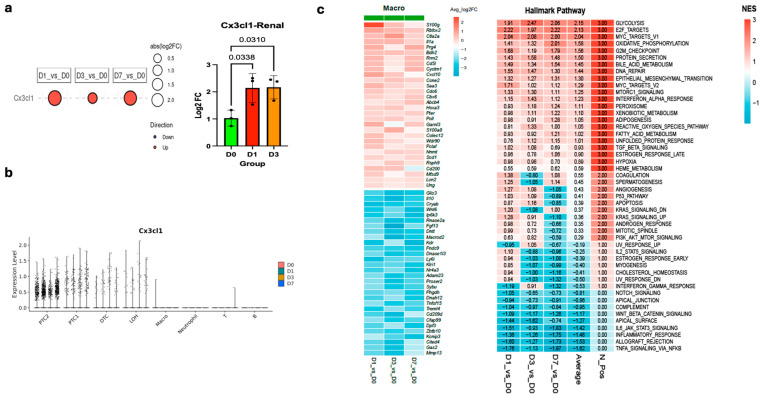
Renal epithelial cells drive Cx3cl1 upregulation after macrophage depletion and single-cell profiling reveals renal macrophage gene expression dynamics and pathway signatures across time. (**a**) RT-qPCR of whole kidney shows significant induction of *Cx3cl1* mRNA at days 1 and 3 after renal macrophage (RM) ablation; data are shown as fold change normalized to Beta-Actin (mean ± SD; *n* = 3 per time point per group, each sample run in duplicate; one-way ANOVA, *p* < 0.05). scRNA-seq dot plots confirm sustained *Cx3cl1* upregulation through day 7, indicating prolonged chemokine activation. (**b**) Cell-type-resolved scRNA-seq shows that multiple renal epithelial populations (PTC1, PTC2, LOH, DTC) maintain high Cx3cl1 expression at all post-ablation time points, identifying epithelial cells as the primary source of Cx3cl1 following RM niche depletion. (**c**) The first heatmap displays the top 30 upregulated and top 30 downregulated macrophage consistent differential expression genes ranked by mean log_2_ fold change across D1 vs. D0, D3 vs. D0, and D7 vs. D0, revealing consistent transcriptional responses to ILY treatment. Using these conserved DEGs, hallmark enrichment analysis was performed; a second heatmap summarizes the top 48 Hallmark pathways showing coordinated upregulated (red) and downregulated (blue) trends across the three comparisons.

**Figure 3:**
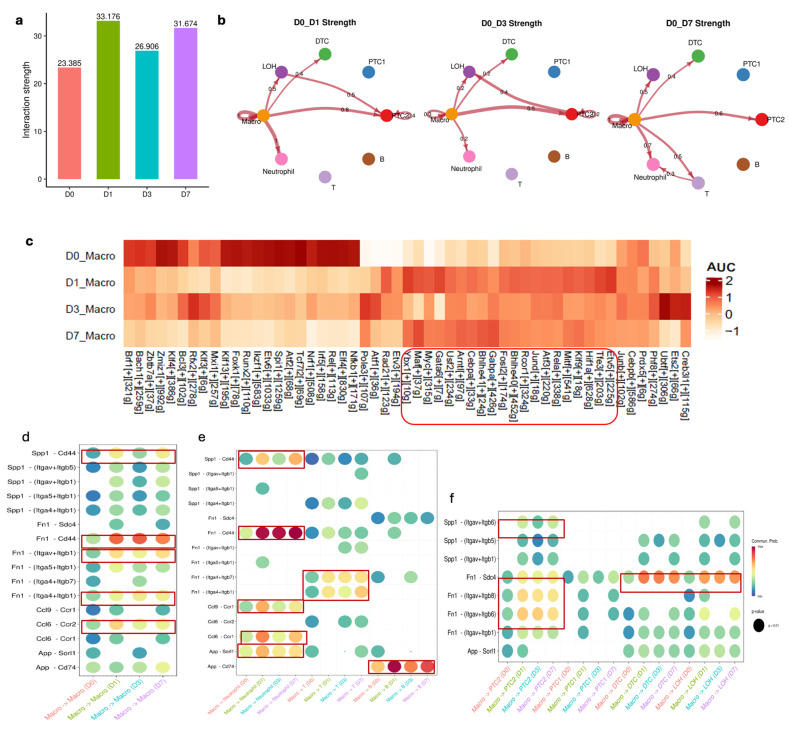
Cell-cell communication dynamics during renal macrophage (RM) depletion and regeneration. (**a**) Bar plot showing the total interaction strength of inferred cell-cell communication networks among eight major renal cell types across four time points. (**b**) Circular plots illustrating differential interaction strengths relative to D0 using the CellChat mouse database. Interactions include secreted signaling, ECM-receptor interactions, and direct cell-cell contacts. Edge width indicates interaction strength; red and blue denote increased and decreased signaling, respectively. Only the top 10% of interactions are shown. (**c**) Heatmap of transcription factors (TFs) predicted by SCENIC analysis in RMs across D0, D1, D3, and D7. Eighteen TFs (boxed), including *Etv5*, *Tfe3*, *Hif1a*, *Mitf*, *Rela*, *Atf3*, *Jund*, *Bhlhe40*, *Bhlhe41*, *Cebpa*, *Arntl*, *Klf9*, *Rcor1*, *Fosl2*, *Gabpa*, *Maf*, *Myc*, and *Ybx1*, exhibited sustained upregulation during RM regeneration. (**d**) Dot plot of autocrine signaling pathways within RMs. *Fn1-Cd44* showed the highest interaction probability, while *Spp1-Cd44* remained strongly active at D1, D3, and D7. (**e**) Dot plot of RM-to-immune cell signaling. RM-neutrophil interactions were dominated by *Fn1-Cd44*, *Spp1-Cd44*, and *Ccl9-Ccr1*; RM-B cell communication by *App-Cd74*; and RM-T cell interactions by *Fn1-(Itga4+Itgb1)* and *Fn1-(Itga4 + Itgb7)*. (**f**) Dot plot of RM-to-epithelial cell signaling. Major ligand–receptor pairs included *Fn1-Sdc4* across all time points and *Fn1-(Itgav + Itgb6)* and *Fn1-(Itgav + Itgb8)* in RM-PTC2 interactions. PTC1 exhibited relatively limited responsiveness.

**Figure 4:**
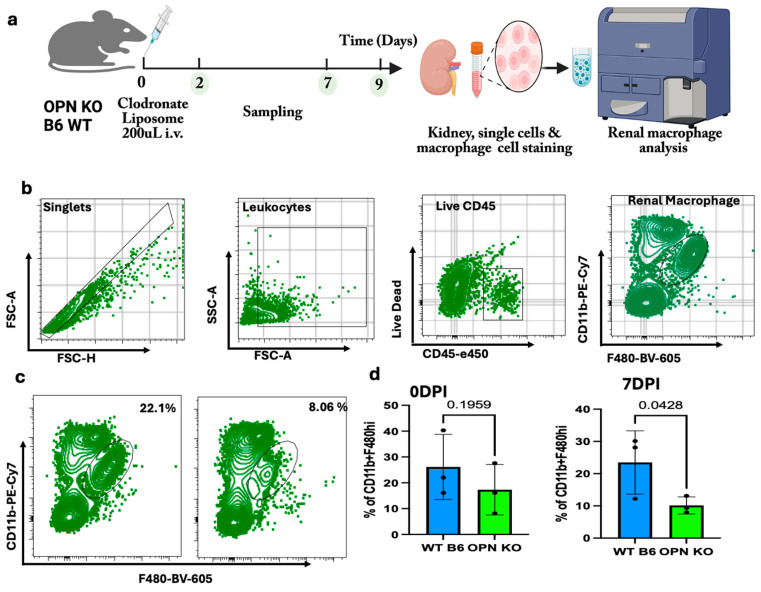
Blocking Spp1-CD44 signaling impairs renal macrophage regeneration after Clodronate-induced ablation: (**a**) Illustration of the experimental design for ablation and regeneration of renal macrophage in B6-WT and OPN KO mice using Clodronate liposomes. (**b**) Representative flow cytometry gating strategy for identifying renal macrophages defined as CD45^+^CD11b^+^F4/80hi cells isolated from kidney single-cell suspensions. Sequential gating excluded doublets and dead cells before macrophage subset identification. (**c**) Ablation of renal macrophages following intraperitoneal administration of 200 μL clodronate liposomes (CL) in C57BL/6 mice. Flow cytometric quantification at 48 h post-injection (2 DPI) demonstrated a ~65% reduction in CD45^+^CD11b^+^F4/80hi renal macrophages relative to PBS controls, confirming effective depletion of resident macrophage populations. (**d**) Regeneration kinetics of renal macrophages following CL-mediated depletion in B6-WT and OPN knockout (OPN KO) mice. A single intraperitoneal dose of CL (200 μL) was administered, and macrophage recovery was analyzed at 7 days (7 DPI) post-ablation. Data are presented as mean ± SEM (*n* = 3 mice per group). Statistical significance was determined using an unpaired one-tailed Student’s *t*-test. *p* < 0.05.

**Figure 5:**
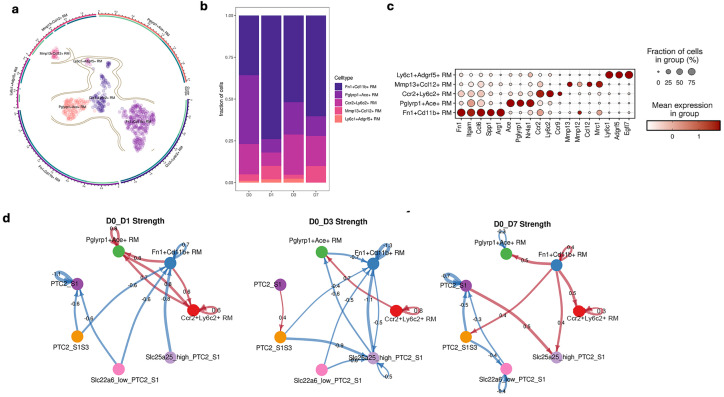
Visualization of subtypes of kidney renal macrophage (RM) and cell–cell communication among selected sub-cell types of RM and PTC2 in the kidney across four experiment time points. (**a**) UMAP embeddings of 594 renal macrophages (RM) from the mouse kidney across four experimental time points were analyzed following rigorous quality control and correction for batch effects. Unsupervised clustering and differential gene expression analysis identified four distinct RM subtypes. (**b**) A stacked bar plot illustrates the distribution of RM subtypes across the five experimental time points, highlighting their dynamic changes. (**c**) Dot plot of the top differentially expressed genes and known cell markers for RM subtypes. (**d**) Circular plots depicting the differential interaction strengths in the cell–cell communication network for seven selected sub-cell types of RM and PTC2, utilizing the CellChat mouse database. These comparisons are made between each time point, D1, D3, and D7, with D0. Interactions encompass secreted signaling, ECM-receptor interactions, and direct cell–cell contacts. The width of the edges represents interaction strength, while red (indicating increased signaling) and blue (indicating decreased signaling) edges highlight changes relative to D0. The plots display the top 25% of interaction strengths.

## Data Availability

All data associated with this study are present in the paper or the Supplementary Materials. The data that support the findings of this study are available from the corresponding author upon reasonable request. The datasets generated and analyzed during the current study are available from the corresponding author and first author upon reasonable request. Wild-type C57BL/6 are available in the Jackson Laboratory (Bar Harbor, ME). The *ihCD59^+/+^* mice, previously generated and backcrossed onto a C57BL/6 genetic background for at least seven generations is available in the Jackson Laboratory (Bar Harbor, ME). *Cx3cr1CreER^+/+^*, *ihCD59^+/+^* and ILY are available upon request through the material transfer agreements (MTA). The single-cell RNA sequencing (scRNA-seq) data generated in this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE334728. The dataset is currently under embargo and will be made publicly available on 12 June 2026.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells15121102/s1, Figure S1: Landscape for cell compartments and sample construction of the single-cell RNA data of kidney tissues from mice model; Figure S2: (a) Baseline Cx3cl1 expression is unchanged in Cx3cr1CreER^+/−^/ihCD59^+/−^ kidneys prior to macrophage ablation; (b) Visualization of single-cell gene-expression dynamics across ILY-treated mouse kidneys; Figure S3: Renal Macrophage Transcription Factor Biological Function Prediction.

## References

[1] Wynn T.A., Vannella K.M. (2016). Macrophages in Tissue Repair, Regeneration, and Fibrosis. Immunity.

[2] Kratofil R.M., Kubes P., Deniset J.F. (2017). Monocyte Conversion During Inflammation and Injury. Arterioscler. Thromb. Vasc. Biol..

[3] Li L., Huang L., Sung S.S., Vergis A.L., Rosin D.L., Rose C.E., Lobo P.I., Okusa M.D. (2008). The chemokine receptors CCR2 and CX3CR1 mediate monocyte/macrophage trafficking in kidney ischemia-reperfusion injury. Kidney Int..

[4] Nelson P.J., Rees A.J., Griffin M.D., Hughes J., Kurts C., Duffield J. (2012). The renal mononuclear phagocytic system. J. Am. Soc. Nephrol..

[5] Liu F., Dai S., Feng D., Qin Z., Peng X., Sakamuri S., Ren M., Huang L., Cheng M., Mohammad K.E. (2020). Distinct fate, dynamics and niches of renal macrophages of bone marrow or embryonic origins. Nat. Commun..

[6] Islamuddin M., Evangelista J., Kabir M.E., Vidal A.K.N., Liu S., Qin X. (2025). Rapid Depletion of Renal Macrophages Using Human CD59/Intermedilysin Cell Ablation Tool. J. Vis. Exp..

[7] Lee S., Huen S., Nishio H., Nishio S., Lee H.K., Choi B.S., Ruhrberg C., Cantley L.G. (2011). Distinct macrophage phenotypes contribute to kidney injury and repair. J. Am. Soc. Nephrol..

[8] Wang W., Wang X., Chun J., Vilaysane A., Clark S., French G., Bracey N.A., Trpkov K., Bonni S., Duff H.J. (2013). Inflammasome-independent NLRP3 augments TGF-β signaling in kidney epithelium. J. Immunol..

[9] Chen Z., Li Y., Yuan Y., Lai K., Ye K., Lin Y., Lan R., Chen H., Xu Y. (2023). Single-cell sequencing reveals homogeneity and heterogeneity of the cytopathological mechanisms in different etiology-induced AKI. Cell Death Dis..

[10] Wang Y., Harris D.C. (2011). Macrophages in renal disease. J. Am. Soc. Nephrol..

[11] Cliff C.L., Squires P.E., Hills C.E. (2024). Tonabersat suppresses priming/activation of the NOD-like receptor protein-3 (NLRP3) inflammasome and decreases renal tubular epithelial-to-macrophage crosstalk in a model of diabetic kidney disease. Cell Commun. Signal.

[12] Conway B.R., O’Sullivan E.D., Cairns C., O’Sullivan J., Simpson D.J., Salzano A., Connor K., Ding P., Humphries D., Stewart K. (2020). Kidney Single-Cell Atlas Reveals Myeloid Heterogeneity in Progression and Regression of Kidney Disease. J. Am. Soc. Nephrol..

[13] Xu H., Chai H., Chen M., Zhu R., Jiang S., Liu X., Wang Y., Chen J., Wei J., Mao Y. (2024). Single-cell RNA sequencing identifies a subtype of FN1 + tumor-associated macrophages associated with glioma recurrence and as a biomarker for immunotherapy. Biomark. Res..

[14] Willenborg S., Lucas T., van Loo G., Knipper J.A., Krieg T., Haase I., Brachvogel B., Hammerschmidt M., Nagy A., Ferrara N. (2012). CCR2 recruits an inflammatory macrophage subpopulation critical for angiogenesis in tissue repair. Blood.

[15] Dick S.A., Wong A., Hamidzada H., Nejat S., Nechanitzky R., Vohra S., Mueller B., Zaman R., Kantores C., Aronoff L. (2022). Three tissue resident macrophage subsets coexist across organs with conserved origins and life cycles. Sci. Immunol..

[16] Qie C., Jiang J., Liu W., Hu X., Chen W., Xie X., Liu J. (2020). Single-cell RNA-Seq reveals the transcriptional landscape and heterogeneity of skin macrophages in Vsir^−/−^ murine psoriasis. Theranostics.

[17] Jin S., Plikus M.V., Nie Q. (2025). CellChat for systematic analysis of cell-cell communication from single-cell transcriptomics. Nat. Protoc..

[18] Jin X., Jian Z., Ma Y., Wen J., Chao N., Chen X., Xiang L., Yuan Y., Liu L., Li Y. (2025). Single-Cell RNA Sequencing Analysis Reveals the Role of Macrophage-Mediated CD44-AKT-CCL2 Pathways in Renal Tubule Injury during Calcium Oxalate Crystal Formation. Research.

[19] Niu D., Yang J.J., He D.F. (2025). The role of macrophages in renal fibrosis and therapeutic prospects. PeerJ.

[20] Zhang Y.L., Tang T.T., Wang B., Wen Y., Feng Y., Yin Q., Jiang W., Zhang Y., Li Z.L., Wu M. (2024). Identification of a Novel ECM Remodeling Macrophage Subset in AKI to CKD Transition by Integrative Spatial and Single-Cell Analysis. Adv. Sci..

[21] Wen Y., Lu X., Ren J., Privratsky J.R., Yang B., Rudemiller N.P., Zhang J., Griffiths R., Jain M.K., Nedospasov S.A. (2019). KLF4 in Macrophages Attenuates TNFα-Mediated Kidney Injury and Fibrosis. J. Am. Soc. Nephrol..

[22] Liao X., Sharma N., Kapadia F., Zhou G., Lu Y., Hong H., Paruchuri K., Mahabeleshwar G.H., Dalmas E., Venteclef N. (2011). Krüppel-like factor 4 regulates macrophage polarization. J. Clin. Investig..

[23] Xu H., Zhu J., Smith S., Foldi J., Zhao B., Chung A.Y., Outtz H., Kitajewski J., Shi C., Weber S. (2012). Notch-RBP-J signaling regulates the transcription factor IRF8 to promote inflammatory macrophage polarization. Nat. Immunol..

[24] Xiao H., Wu Y.P., Yang C.C., Yi Z., Zeng N., Xu Y., Zeng H., Deng P., Zhang Q., Wu M. (2020). Knockout of E2F1 enhances the polarization of M2 phenotype macrophages to accelerate the wound healing process. Kaohsiung J. Med. Sci..

[25] Zhang M.Z., Yao B., Yang S., Jiang L., Wang S., Fan X., Yin H., Wong K., Miyazawa T., Chen J. (2012). CSF-1 signaling mediates recovery from acute kidney injury. J. Clin. Investig..

[26] Menke J., Iwata Y., Rabacal W.A., Basu R., Yeung Y.G., Humphreys B.D., Wada T., Schwarting A., Stanley E.R., Kelley V.R. (2009). CSF-1 signals directly to renal tubular epithelial cells to mediate repair in mice. J. Clin. Investig..

[27] Trostel J., Truong L.D., Roncal-Jimenez C., Miyazaki M., Miyazaki-Anzai S., Kuwabara M., McMahan R., Andres-Hernando A., Sato Y., Jensen T. (2018). Different effects of global osteopontin and macrophage osteopontin in glomerular injury. Am. J. Physiol. Ren. Physiol..

[28] Duffield J.S., Forbes S.J., Constandinou C.M., Clay S., Partolina M., Vuthoori S., Wu S., Lang R., Iredale J.P. (2005). Selective depletion of macrophages reveals distinct, opposing roles during liver injury and repair. J. Clin. Investig..

[29] Hua L., Shi J., Shultz L.D., Ren G. (2018). Genetic Models of Macrophage Depletion. Methods Mol. Biol..

[30] Murray P.J., Wynn T.A. (2011). Protective and pathogenic functions of macrophage subsets. Nat. Rev. Immunol..

[31] Hu W., Ferris S.P., Tweten R.K., Wu G., Radaeva S., Gao B., Bronson R.T., Halperin J.A., Qin X. (2008). Rapid conditional targeted ablation of cells expressing human CD59 in transgenic mice by intermedilysin. Nat. Med..

[32] Feng D., Dai S., Liu F., Ohtake Y., Zhou Z., Wang H., Zhang Y., Kearns A., Peng X., Zhu F. (2016). Cre-inducible human CD59 mediates rapid cell ablation after intermedilysin administration. J. Clin. Investig..

[33] Giddings K.S., Zhao J., Sims P.J., Tweten R.K. (2004). Human CD59 is a receptor for the cholesterol-dependent cytolysin intermedilysin. Nat. Struct. Mol. Biol..

[34] Tsai Y.C., Kuo M.C., Huang J.C., Chang W.A., Wu L.Y., Huang Y.C., Chang C.Y., Lee S.C., Hsu Y.L. (2023). Single-cell transcriptomic profiles in the pathophysiology within the microenvironment of early diabetic kidney disease. Cell Death Dis..

[35] Miao Z., Balzer M.S., Ma Z., Liu H., Wu J., Shrestha R., Aranyi T., Kwan A., Kondo A., Pontoglio M. (2021). Single cell regulatory landscape of the mouse kidney highlights cellular differentiation programs and disease targets. Nat. Commun..

[36] Park J., Shrestha R., Qiu C., Kondo A., Huang S., Werth M., Li M., Barasch J., Suszták K. (2018). Single-cell transcriptomics of the mouse kidney reveals potential cellular targets of kidney disease. Science.

[37] Kim K.W., Vallon-Eberhard A., Zigmond E., Farache J., Shezen E., Shakhar G., Ludwig A., Lira S.A., Jung S. (2011). In vivo structure/function and expression analysis of the CX3C chemokine fractalkine. Blood.

[38] Jin S., Guerrero-Juarez C.F., Zhang L., Chang I., Ramos R., Kuan C.H., Myung P., Plikus M.V., Nie Q. (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun..

[39] Ouyang Q., Wang C., Sang T., Tong Y., Zhang J., Chen Y., Wang X., Wu L., Wang X., Liu R. (2024). Depleting profibrotic macrophages using bioactivated in vivo assembly peptides ameliorates kidney fibrosis. Cell Mol. Immunol..

[40] Lou Y., Li P.H., Liu X.Q., Wang T.X., Liu Y.L., Chen C.C., Ma K.L. (2024). ITGAM-mediated macrophages contribute to basement membrane damage in diabetic nephropathy and atherosclerosis. BMC Nephrol..

[41] Liu J., Guo F., Chen X., Fu P., Ma L. (2024). Integrin αM promotes macrophage alternative M2 polarization in hyperuricemia-related chronic kidney disease. MedComm.

[42] Moratal C., Laurain A., Naïmi M., Florin T., Esnault V., Neels J.G., Chevalier N., Chinetti G., Favre G. (2021). Regulation of Monocytes/Macrophages by the Renin-Angiotensin System in Diabetic Nephropathy: State of the Art and Results of a Pilot Study. Int. J. Mol. Sci..

[43] Slonova D., Posvyatenko A., Kibardin A., Sysolyatina E., Lyssuk E., Ermolaeva S., Obydennyi S., Gnuchev N., Georgiev G., Severinov K. (2020). Human Short Peptidoglycan Recognition Protein PGLYRP1/Tag-7/PGRP-S Inhibits Listeria monocytogenes Intracellular Survival in Macrophages. Front. Cell Infect. Microbiol..

[44] Westbrook L., Johnson A.C., Regner K.R., Williams J.M., Mattson D.L., Kyle P.B., Henegar J.R., Garrett M.R. (2014). Genetic susceptibility and loss of Nr4a1 enhances macrophage-mediated renal injury in CKD. J. Am. Soc. Nephrol..

[45] Miyake K., Ito J., Takahashi K., Nakabayashi J., Brombacher F., Shichino S., Yoshikawa S., Miyake S., Karasuyama H. (2024). Single-cell transcriptomics identifies the differentiation trajectory from inflammatory monocytes to pro-resolving macrophages in a mouse skin allergy model. Nat. Commun..

[46] Shi C., Pamer E.G. (2011). Monocyte recruitment during infection and inflammation. Nat. Rev. Immunol..

[47] Yashchenko A., Bland S.J., Song C.J., Ahmed U.K.B., Sharp R., Darby I.G., Cordova A.M., Smith M.E., Lever J.M., Li Z. (2023). Cx3cr1 controls kidney resident macrophage heterogeneity. Front. Immunol..

[48] von Vietinghoff S., Kurts C. (2021). Regulation and function of CX3CR1 and its ligand CX3CL1 in kidney disease. Cell Tissue Res..

[49] Cormican S., Griffin M.D. (2021). Fractalkine (CX3CL1) and Its Receptor CX3CR1: A Promising Therapeutic Target in Chronic Kidney Disease?. Front. Immunol..

[50] Imai T., Yasuda N. (2016). Therapeutic intervention of inflammatory/immune diseases by inhibition of the fractalkine (CX3CL1)-CX3CR1 pathway. Inflamm. Regen..

[51] Petrovic-Djergovic D., Popovic M., Chittiprol S., Cortado H., Ransom R.F., Partida-Sánchez S. (2015). CXCL10 induces the recruitment of monocyte-derived macrophages into kidney, which aggravate puromycin aminonucleoside nephrosis. Clin. Exp. Immunol..

[52] Gao L., Zhong X., Jin J., Li J., Meng X.M. (2020). Potential targeted therapy and diagnosis based on novel insight into growth factors, receptors, and downstream effectors in acute kidney injury and acute kidney injury-chronic kidney disease progression. Signal Transduct. Target. Ther..

[53] Irabu H., Shimizu M., Kaneko S., Inoue N., Mizuta M., Tasaki Y., Ohta K., Yachie A., Wada T. (2021). Apoptosis inhibitor of macrophage as a biomarker for disease activity in Japanese children with IgA nephropathy and Henoch-Schönlein purpura nephritis. Pediatr. Res..

[54] Li H., Li D., Ledru N., Xuanyuan Q., Wu H., Asthana A., Byers L.N., Tullius S.G., Orlando G., Waikar S.S. (2024). Transcriptomic, epigenomic, and spatial metabolomic cell profiling redefines regional human kidney anatomy. Cell Metab..

[55] Chen Z., Chen C., Lai K., Wu C., Wu F., Chen Z., Ye K., Xie J., Ma H., Chen H. (2024). GSDMD and GSDME synergy in the transition of acute kidney injury to chronic kidney disease. Nephrol. Dial. Transplant..

[56] Kolliniati O., Ieronymaki E., Vergadi E., Tsatsanis C. (2022). Metabolic Regulation of Macrophage Activation. J. Innate Immun..

[57] Lavin Y., Winter D., Blecher-Gonen R., David E., Keren-Shaul H., Merad M., Jung S., Amit I. (2014). Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. Cell.

[58] Lee S.H., Kim K.H., Lee S.M., Park S.J., Lee S., Cha R.H., Lee J.W., Kim D.K., Kim Y.S., Ye S.K. (2024). STAT3 blockade ameliorates LPS-induced kidney injury through macrophage-driven inflammation. Cell Commun. Signal.

[59] Kang H.M., Ahn S.H., Choi P., Ko Y.A., Han S.H., Chinga F., Park A.S., Tao J., Sharma K., Pullman J. (2015). Defective fatty acid oxidation in renal tubular epithelial cells has a key role in kidney fibrosis development. Nat. Med..

[60] Zhu Y., Tan J., Wang Y., Gong Y., Zhang X., Yuan Z., Lu X., Tang H., Zhang Z., Jiang X. (2024). Atg5 deficiency in macrophages protects against kidney fibrosis via the CCR6-CCL20 axis. Cell Commun. Signal.

[61] Watanabe S., Alexander M., Misharin A.V., Budinger G.R.S. (2019). The role of macrophages in the resolution of inflammation. J. Clin. Investig..

[62] Guenin-Mace L., Konieczny P., Naik S. (2023). Immune-Epithelial Cross Talk in Regeneration and Repair. Annu. Rev. Immunol..

[63] Lin Y., Yang Q., Zeng R. (2025). Crosstalk between macrophages and adjacent cells in AKI to CKD transition. Ren. Fail..

[64] Fei C., Chen Y., Tan R., Yang X., Wu G., Li C., Shi J., Le S., Yang W., Xu J. (2025). Single-cell multi-omics analysis identifies SPP1(+) macrophages as key drivers of ferroptosis-mediated fibrosis in ligamentum flavum hypertrophy. Biomark. Res..

[65] Chen X., Yang Y., Sun S., Liu Q., Yang Y., Jiang L. (2024). CX3C chemokine: Hallmarks of fibrosis and ageing. Pharmacol. Res..

[66] Tong W., Wang T., Bai Y., Yang X., Han P., Zhu L., Zhang Y., Shen Z. (2024). Spatial transcriptomics reveals tumor-derived SPP1 induces fibroblast chemotaxis and activation in the hepatocellular carcinoma microenvironment. J. Transl. Med..

[67] Sinha S.K., Mellody M., Carpio M.B., Damoiseaux R., Nicholas S.B. (2023). Osteopontin as a Biomarker in Chronic Kidney Disease. Biomedicines.

[68] Hoeft K., Schaefer G.J.L., Kim H., Schumacher D., Bleckwehl T., Long Q., Klinkhammer B.M., Peisker F., Koch L., Nagai J. (2023). Platelet-instructed SPP1(+) macrophages drive myofibroblast activation in fibrosis in a CXCL4-dependent manner. Cell Rep..

[69] Möckel T., Boegel S., Schwarting A. (2023). Transcriptome analysis of renal ischemia/reperfusion (I/R) injury in BAFF and BAFF-R deficient mice. PLoS ONE.

[70] Lei L., Xiang Y.X., Luo M.L., Zhang Z.Y., Wu H.W., Tang C., Cui T.J., Zhang X.M., Wang X.H., Delic D. (2025). Intercellular Communication Network of CellChat Uncovers Mechanisms of Kidney Fibrosis Based on Single-Cell RNA Sequencing. Kidney Blood Press. Res..

[71] Zhao Y., Huang Z., Gao L., Ma H., Chang R. (2024). Osteopontin/SPP1: A potential mediator between immune cells and vascular calcification. Front. Immunol..

[72] Khamissi F.Z., Ning L., Kefaloyianni E., Dun H., Arthanarisami A., Keller A., Atkinson J.J., Li W., Wong B., Dietmann S. (2022). Identification of kidney injury released circulating osteopontin as causal agent of respiratory failure. Sci. Adv..

[73] Rittling S.R. (2011). Osteopontin in macrophage function. Expert. Rev. Mol. Med..

[74] Ng C.W., Tam I.Y.S., Sam S.W., Yu Y., Lau H.Y.A. (2018). Immobilized Osteopontin Enhances Adhesion but Suppresses Cytokine Release of Anti-IgE Activated Human Mast Cells. Front. Immunol..

[75] Corcoran S.E., O’Neill L.A. (2016). HIF1α and metabolic reprogramming in inflammation. J. Clin. Investig..

[76] Hutami I.R., Izawa T., Khurel-Ochir T., Sakamaki T., Iwasa A., Tanaka E. (2021). Macrophage Motility in Wound Healing Is Regulated by HIF-1α via S1P Signaling. Int. J. Mol. Sci..

[77] Lee B., Qiao L., Lu M., Yoo H.S., Cheung W., Mak R., Schaack J., Feng G.S., Chi N.W., Olefsky J.M. (2014). C/EBPα regulates macrophage activation and systemic metabolism. Am. J. Physiol. Endocrinol. Metab..

[78] Zhang Y., Du C., Wang W., Qiao W., Li Y., Zhang Y., Sheng S., Zhou X., Zhang L., Fan H. (2024). Glucocorticoids increase adiposity by stimulating Krüppel-like factor 9 expression in macrophages. Nat. Commun..

[79] Xu S., Li H., Han J., Xu Y., Li N., Che W., Liu F., Yue W. (2025). Klf9 promotes the repair of myocardial infarction by regulating macrophage recruitment and polarization. JCI Insight.

[80] Gautier E.L., Jakubzick C., Randolph G.J. (2009). Regulation of the migration and survival of monocyte subsets by chemokine receptors and its relevance to atherosclerosis. Arterioscler. Thromb. Vasc. Biol..

[81] Alikhan M.A., Jones C.V., Williams T.M., Beckhouse A.G., Fletcher A.L., Kett M.M., Sakkal S., Samuel C.S., Ramsay R.G., Deane J.A. (2011). Colony-stimulating factor-1 promotes kidney growth and repair via alteration of macrophage responses. Am. J. Pathol..

[82] Chew C., Brand O.J., Yamamura T., Lawless C., Morais M., Zeef L., Lin I.H., Howell G., Lui S., Lausecker F. (2024). Kidney resident macrophages have distinct subsets and multifunctional roles. Matrix Biol..

[83] Ledru N., Wilson P.C., Muto Y., Yoshimura Y., Wu H., Li D., Asthana A., Tullius S.G., Waikar S.S., Orlando G. (2024). Predicting proximal tubule failed repair drivers through regularized regression analysis of single cell multiomic sequencing. Nat. Commun..

[84] Lake B.B., Menon R., Winfree S., Hu Q., Melo Ferreira R., Kalhor K., Barwinska D., Otto E.A., Ferkowicz M., Diep D. (2023). An atlas of healthy and injured cell states and niches in the human kidney. Nature.

[85] Abdelkarim G.E., Gertz K., Harms C., Katchanov J., Dirnagl U., Szabó C., Endres M. (2001). Protective effects of PJ34, a novel, potent inhibitor of poly(ADP-ribose) polymerase (PARP) in in vitro and in vivo models of stroke. Int. J. Mol. Med..

[86] Ma Y., Yang F., Yang J., Wang K., Hu J., Wu Q. (2025). The multifaceted role of macrophages in kidney physiology and diseases. Front. Immunol..

[87] Hickman S., Izzy S., Sen P., Morsett L., El Khoury J. (2018). Microglia in neurodegeneration. Nat. Neurosci..

[88] Ricardo S.D., van Goor H., Eddy A.A. (2008). Macrophage diversity in renal injury and repair. J. Clin. Investig..

[89] Guo C., Cui Y., Jiao M., Yao J., Zhao J., Tian Y., Dong J., Liao L. (2023). Crosstalk between proximal tubular epithelial cells and other interstitial cells in tubulointerstitial fibrosis after renal injury. Front. Endocrinol..

[90] Qu Z., Chu J., Jin S., Yang C., Zang J., Zhang J., Xu D., Cheng M. (2025). Tissue-resident macrophages and renal diseases: Landscapes and treatment directions. Front. Immunol..

# Supplementary material for: The Reconstitution of the Macrophage Niche Reveals Dynamic Transcriptional and Renal Macrophage–Epithelial Communication Networks
**Source:** Cells. 2026 Jun 18;15(12):1102. doi: 10.3390/cells15121102
**Supplement:** Supplementary file 1

SUPPLEMENTARY MATERIALS

a

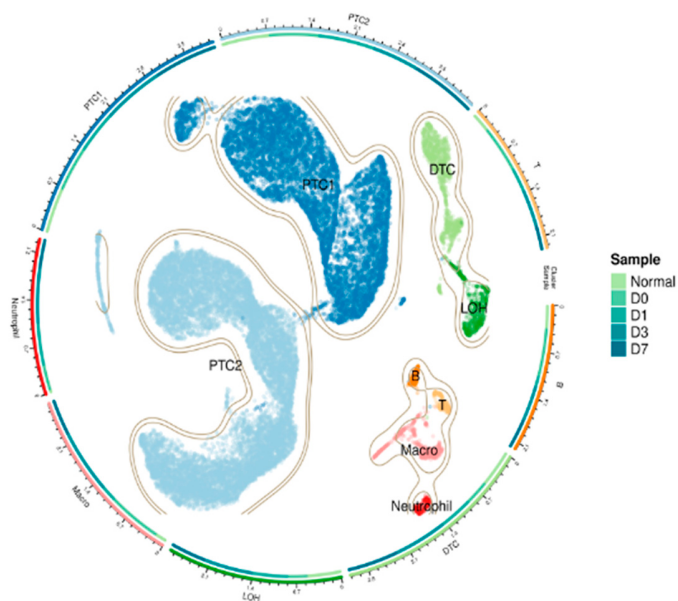

b

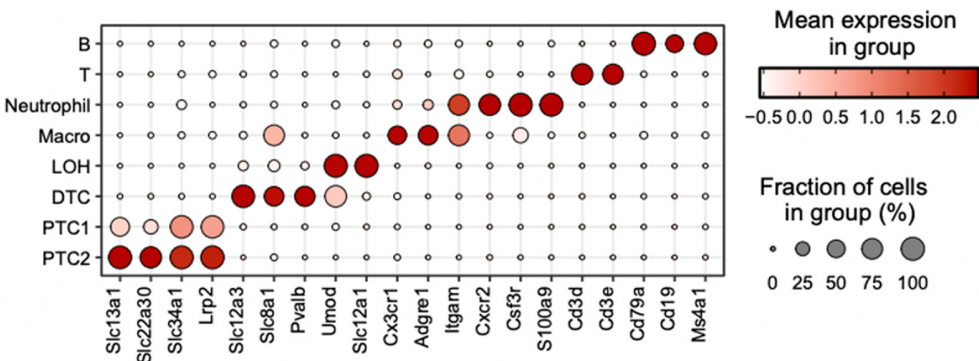

c

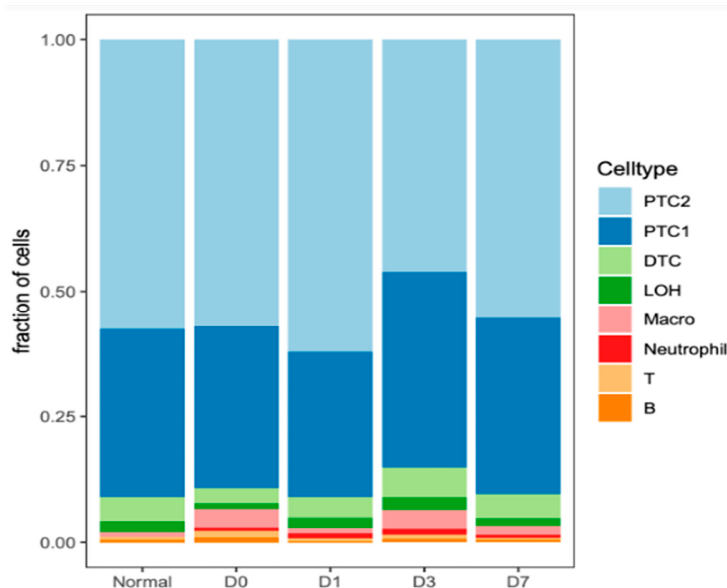

Supplementary Figure S1: Landscape for cell compartments and sample construction of the single-cell RNA data of kidney tissues from mice model: (a) Uniform manifold approximation and projection (UMAP) embeddings of total 27,396 mice renal cells from 5 time points after quality control and removal of batch effects. We identified total 7 major cell types and Proximal Tubular Cell (PTC) separate to PTC1 and PTC2 based on unsupervised clustering and mitochondrial percentage difference. The 2 color tracks in the circular plots (from outside to inside) indicate cell type and sample information. (b) Dot plot of top differentially expressed genes and known cell markers for each renal cell types. (c) Stacked bar plot showing the distribution of major cell types across 5 time points, percentage of renal macrophage dramatically decrease from D0 to D1 then gradually generate back from D1 to D7. Abbreviations: Proximal Tubular Cell (PTC), Distal Tubular Cell (DTC), Loop of Helene (LOH), Macrophage (Macro), T Cell (T), B Cell (B).

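PTC1 cells carried a higher mitochondrial share than PTC2 cells, with a median of 27.2, 29.0, 29.5, 26.1 and 23.5% of UMIs in Normal, D0, D1, D3 and D7 against 9.05, 10.4, 9.40, 9.77 and 7.58%. Proximal tubule clusters were split between the classes at the largest gap in their median mitochondrial share, 7.72 percentage points, against 3.06 for the next. PTC1 cells were also shallower, with a median of 5575, 7115, 6188, 6343 and 5706 UMIs, against 15284, 15194, 15523, 13450.5 and 12458 in PTC2. Kap, a kidney androgen-regulated protein, Miox, which opens myo-inositol, and Akr1c18, a steroid dehydrogenase, led the 3 PTC1 clusters. Macrophages had median mitochondrial shares of 2.63, 3.37, 5.07, 3.85 and 3.82%.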

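Lymphocytes were lower than at D0 beside macrophages at D1, and distal tubule and loop of Henle shares varied between all kidneys. T cells numbered 27, 63, 30, 52 and 34 in Normal, D0, D1, D3 and D7, with shares of all cells 0.458 (0.286 to 0.718) times D0 at D1, 0.703 (0.477 to 1.03) at D3 and 0.410 (0.262 to 0.632) at D7 (95% intervals). B cells numbered 27, 53, 11, 47 and 34, with 0.1996 (0.0940 to 0.387), 0.755 (0.499 to 1.14) and 0.488 (0.307 to 0.765) times D0. DTC made up 7.18, 3.67, 4.60, 6.84 and 5.72% and LOH 3.28, 1.27, 2.20, 3.18 and 1.83% of all cells. Endothelial cells numbered 16, 2, 1, 5 and 0. The cluster with Spp2, Apoe and Spp1 that met no marker rule held 3.36, 2.27, 1.82, 2.99 and 2.72%.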

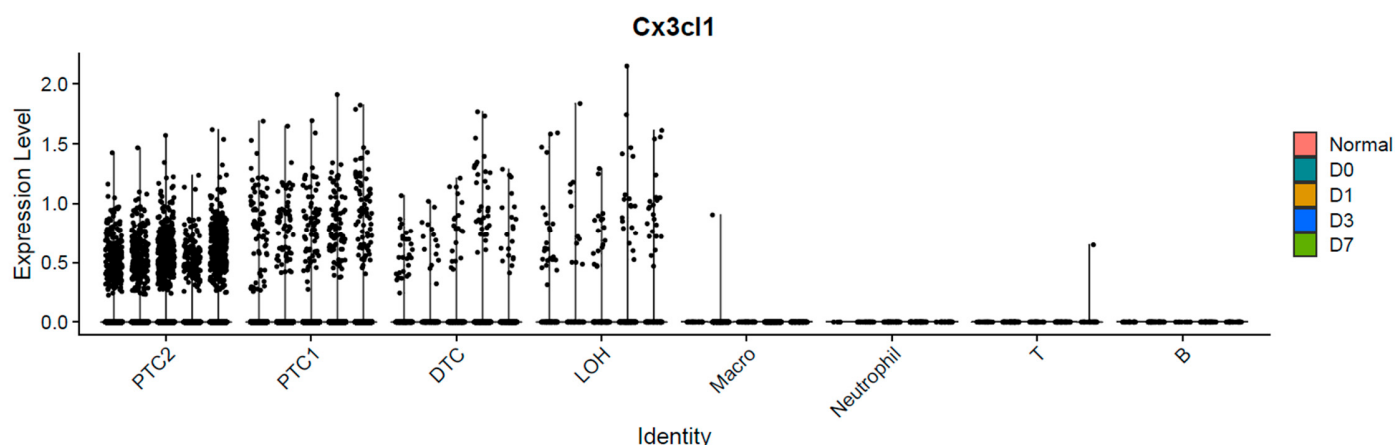

Supplementary Figure S2a. Baseline Cx3cl1 expression is unchanged in Cx3cr1CreER+/-/ihCD59+/- kidneys prior to macrophage ablation. Comparison of Cx3cl1 expression levels between kidneys from wild-type C57BL/6 mice and Day 0 Cx3cr1CreER+/-/ihCD59+/- mice revealed no significant differences, indicating that the genetic background and experimental setup do not alter basal renal Cx3cl1 expression prior to renal macrophage depletion.

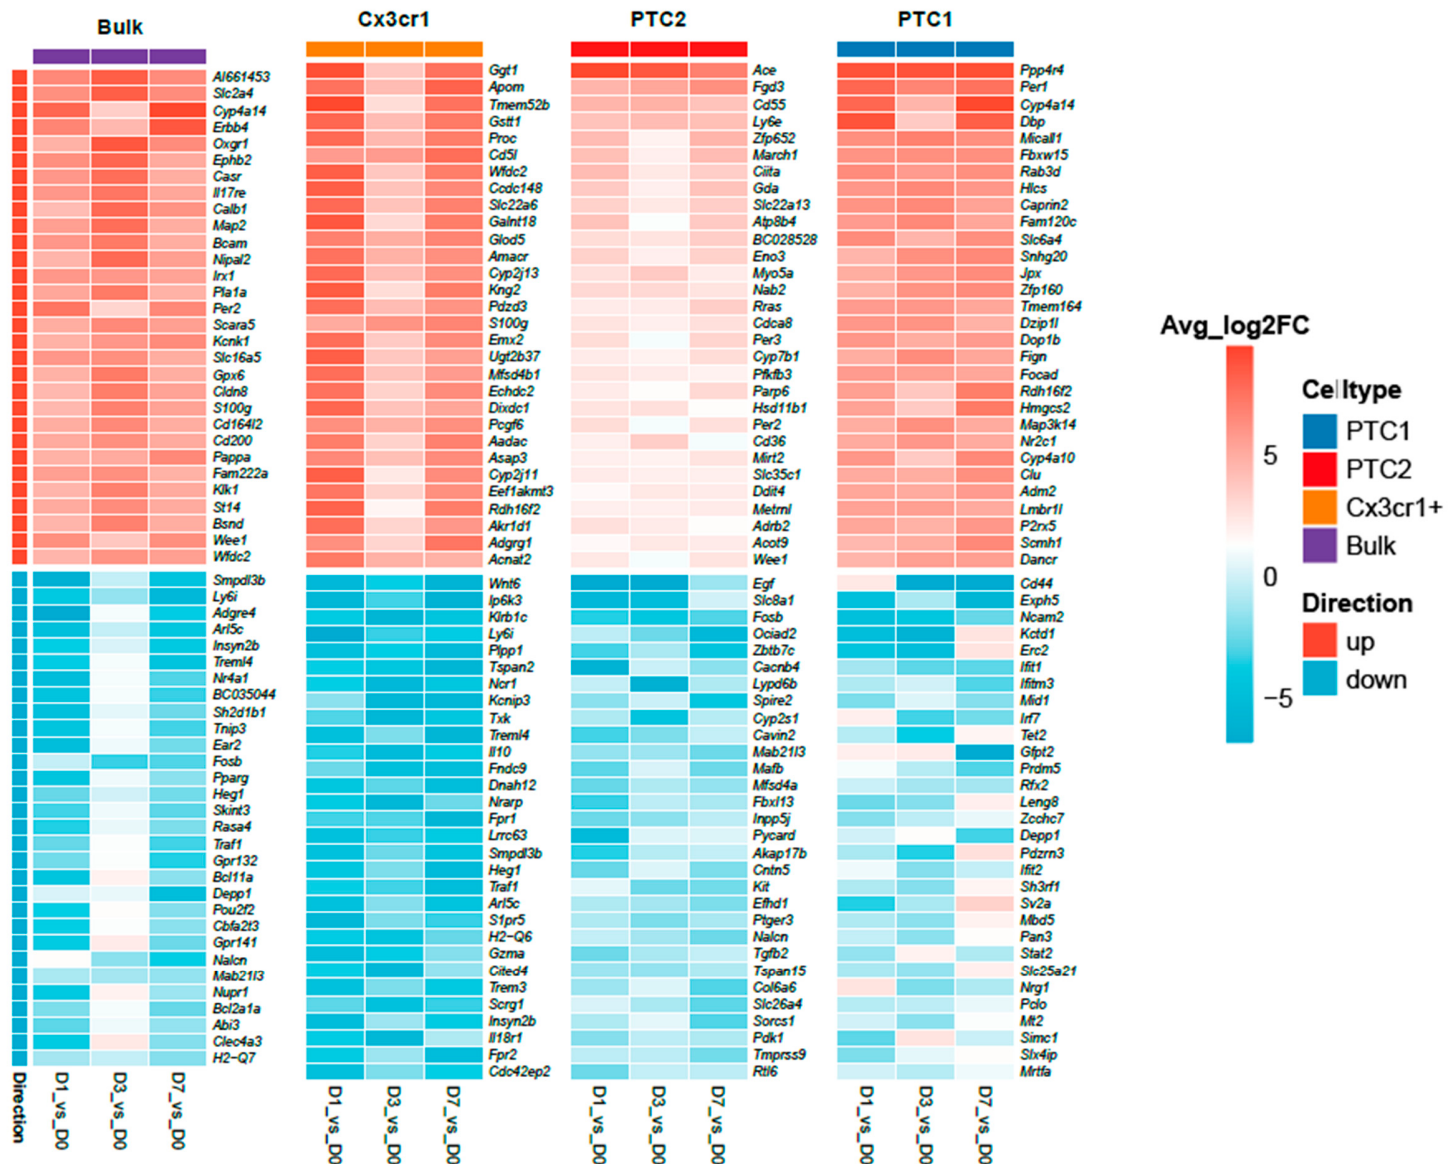

Supplementary Figure S2b: Visualization of single-cell gene-expression dynamics across ILY-treated mouse kidneys. Heatmap showing the top 30 upregulated (red) and top 30 downregulated (blue) differentially expressed genes (DEGs) identified in Bulk kidney cell populations, PTC1, PTC2, and Cx3cr1⁺ cell populations, profiled by scRNA-seq. Genes were ranked according to the mean log₂ fold-change (log₂FC) across the three time-point comparisons (D1 vs D0, D3 vs D0, and D7 vs D0). The heatmap illustrates consistent expression trends across groups, highlighting transcriptional responses to ILY treatment at the single-cell level.

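Over all cells, Bmpr1b, Aqp6 and Slc4a9 were among the genes highest above D0, and Ngp, Ltf and Camp among the lowest, of those past 1.5-fold on each day. Bmpr1b had 7, 28, 257 and 248 UMIs at D0, D1, D3 and D7, Aqp6, a vesicle water channel, 10, 46, 218 and 209 and Slc4a9, an anion exchanger, 17, 28, 325 and 305, and the cluster they lead held 6, 1, 20 and 33 cells. Camp, an antimicrobial peptide of neutrophil precursors, had 2476, 28, 294 and 20 UMIs and Ngp 2315, 5, 232 and 3. In PTC1, Cyp4a14, a fatty acid hydroxylase, was highest, with ratios of 5.31 (4.63 to 6.10) at D1, 1.66 (1.42 to 1.94) at D3 and 9.19 (8.07 to 10.5) at D7 (95% intervals), followed by Rab3d, Umod and Cdan1 and then by Hddc3, the clock gene Per1 (2.51, 2.36 and 3.05), Egf and Hoxc9. Umod and Egf are made by LOH and distal tubule cells. Camk1d (0.616, 0.183 and 0.168), Cmss1 (0.590, 0.277 and 0.264) and Depp1 (0.442, 0.173 and 0.161) were among the lowest. In PTC2 the highest included Gbp10, an interferon-induced GTPase, with 2.10, 4.55 and 4.47, Dscaml1 (2.30, 3.18 and 1.97), Hdc, which makes histamine (3.32, 2.03 and 2.36), and Phlda3, a p53 target (1.51, 2.18 and 2.74). The lowest included Ngp and Ltf, for which 1 cell of the class held 99.2% and 99.1% of the counts. In Cx3cr1+ cells the highest were tubule genes, Calb1, Umod (4.44, 29.4 and 20.2), Wfdc2 and Epcam (9.39, 7.68 and 8.86), and the lowest again Ngp, Camp and Ltf, with 99.8% or more of the counts in 1 cell.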

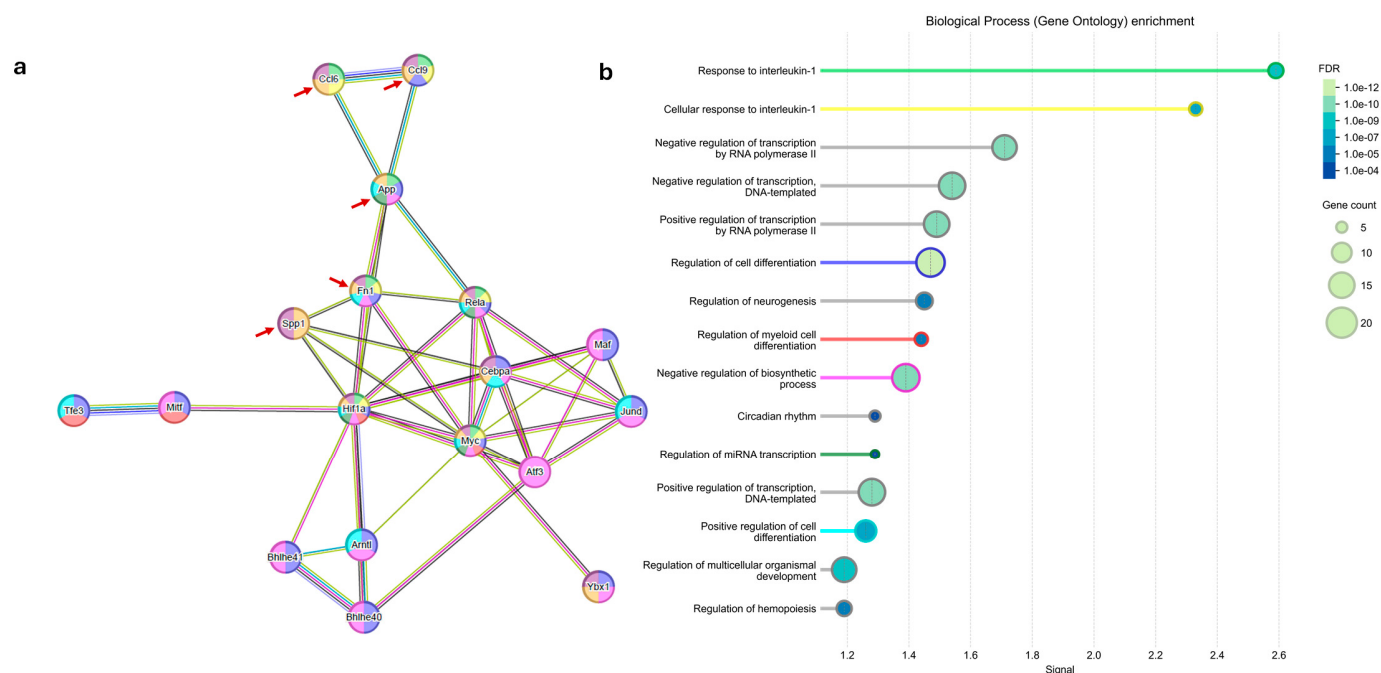

Supplementary Figure S3: Renal Macrophage Transcription Factor Biological Function Prediction: (a) Protein-protein interaction (PPI) network of the 18 upregulated TFs in Figure3c, constructed using the STRING database under medium confidence settings (minimum interaction score: 0.4) and 5 ligands we recognized in Figure3d to 3f from CellChat (including Ccl6, Ccl9, App, Spp1, Fn1: Red arrow). Nodes represent TFs(disconnected nodes in the network are hidden), and edges among nodes represent predicted associations, colored according to the type of supporting evidence: pink (experimentally determined), cyan (curated databases), green (gene neighborhood), blue (gene co-occurrence), black (co-expression), yellow (text mining), and light purple (protein homology). Nodes are colored based on their primary enriched biological process, corresponding to the highlight colors in panel b. **(b)** Gene Ontology (GO) Biological Process enrichment analysis for the 18 upregulated TFs and 5 ligands. Terms are sorted by "Signal", a metric representing the weighted harmonic mean of the observed/expected ratio and the statistical significance $[-\log(\text{FDR})]$. Highlight colors correspond to the node colors in panel a.

How the deposited data were processed for this re-analysis (not part of the article)

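The data are single-cell RNA counts of mouse kidney from 5 libraries, Normal, D0, D1, D3 and D7, with 1 mouse in each. The paper describes a Percoll gradient that enriches hematopoietic cells and a sort of live cells, so shares of cells are those of this suspension. The deposited files hold 1 matrix of UMI counts per library, with 32285 genes, that the authors made with Cell Ranger 7.1.0 and the mm10 genome according to the submitters' processing notes. They are whole counts without normalization, and hold between 70462711 and 74048748 UMIs per library in 5576 to 7176 barcodes. The paper's text names no sequencing depth for single libraries, and the depth used here is that of the matrices.

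Cells were kept by the paper's limits (50 to 8000 genes, at most 40000 UMIs, at most 50% mitochondrial UMIs). Counts were log-normalized in Seurat 5.3.0 under R 4.3.3, and 2000 variable genes and 30 principal components were used. Libraries were integrated by reciprocal principal component analysis and clustered at a resolution of 0.8, since the paper gives no value. This resolution, the marker lists, the 33 gene lists, and the planned tests and alternatives were set before the data were examined, and those chosen later are named where they are given. A cluster was named when at least 3 markers of a class were detected in 5% of its cells and, except for proximal tubule, 1 or more stood among its 10 leading genes. Clusters led by markers of another class, and shallow ones with no marker among the leading genes, stayed unnamed. Proximal tubule clusters were split into PTC1 and PTC2 at the largest gap in median mitochondrial share. The side with the lower level of Slc13a1, Slc22a30, Slc34a1 and Lrp2 was named PTC1. The 621 macrophages were clustered again with 2000 variable genes, 15 components, a resolution of 0.5 and no integration. Sub-clusters were named from the markers of Figure 5c, and the rule for groups of low depth was corrected after the subset shares had been seen. Its effect is given with the alternatives. Scrublet was run through scanpy 1.11.5, but its automatic threshold called 31 of 28247 cells (0.110%), far below the 6% expected at this loading, so it did not work as a doublet filter and no cell was removed by it.

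Levels are UMI counts summed over a class and scaled to the UMIs of that class (CPM). Ratios were computed from these sums, with Poisson, Clopper-Pearson and conditional binomial 95% intervals from scipy 1.17.1, pandas 2.3.3, numpy 2.4.6, matplotlib 3.10.9 and Python 3.11.15. A gene counted as measured with at least 20 counts over the 2 libraries compared, and 0.5 counts were added for list medians only. A fold against 0 counts was computed against a floor of 3 counts and is a lower bound. The random lists drew each gene from the 100 genes nearest to it in level. PTC1 and PTC2 were compared within libraries by an exact 2-sided sign-flip permutation test over 5 libraries, with Benjamini-Hochberg adjustment over the lists. Comparisons between days have no test, since each day is 1 mouse, and no p was computed from cells. Gene spans and coordinates are from GENCODE vM21 for mm10, which gave a span for 32158 of 32285 genes (99.6%) by identifier.

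The gene lists cover glycolysis, oxidative phosphorylation, S phase and E2F targets, G2/M, MYC targets, DNA repair, the unfolded protein response, hypoxia, reactive oxygen species, TNF signaling via NF-kB, IL6-JAK-STAT3, the inflammatory response, type I interferon, MHC class II, resident macrophages, classical and nonclassical monocytes, matrix remodeling, neutrophil genes, dissociation stress, the circadian clock, PPAR alpha and fasting, glucocorticoid targets, proximal tubule transporters, tubule injury, tubule inflammation, niche signals, tubule genes in macrophages, sex genes, sex-biased kidney genes and 3 lists of genes the paper names. They were written by hand and are not the Hallmark sets of the paper. Genes are named by a rule: every gene the paper names at a claim; within macrophages, PTC1, PTC2, Cx3cr1+ cells and all cells, the 10 highest and 10 lowest by mean log2 ratio among genes at least 1.5-fold from D0 in the same direction at D1, D3 and D7, without mitochondrial, Gm and Rik genes; and up to 4 members of a list with the most counts. The genes of Figures 2c and S2b had been seen in the pictures before this rule was written.

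Counting error was tested on simulated data, with summed counts drawn from a Poisson distribution and no spread between cells or mice. The rates given here cover counting error only, and more unchanged genes can pass where a few cells hold most counts of a gene. With a simulated ratio of 1.5 for Cx3cl1, the 95% interval held the ratio in 96% of 2000 draws. Of genes simulated 2-fold higher in macrophages, 89.8% at D1, 96% at D3 and 91.7% at D7 passed 1.5-fold, and so did 12.2%, 7.55% and 9.07% of unchanged genes. In PTC2, with more cells, 3.04%, 3.13% and 2.91% of unchanged genes passed. Of 100 unchanged gene lists, 5%, 11% and 3% fell outside the middle 95% of random lists in macrophages at D1, D3 and D7, and 4%, 2% and 8% in PTC2, so percentiles of lists at D3 in macrophages and at D7 in PTC2 are less strict than the nominal 5%. These simulated lists held genes picked at random. In the data, 20 of 32, 10 of 33 and 15 of 32 lists lay outside it in macrophages at D1, D3 and D7, and 14, 12 and 14 of 33 in PTC2. A percentile near 0 or 100 is thus common here.

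Alternatives included other clustering resolutions, no integration, stricter limits on cells, Normal as the reference, other denominators, count minimums of 50 and 10, thinning to 1000 and 500 UMIs, means over cells, and other rules for macrophages, subsets and PTC classes. CellChat, SCENIC, STRING and GSEA were not rerun, because their databases were not at hand, and flow cytometry, RT-qPCR and the clodronate experiments in Spp1-deficient mice are not in the deposited counts.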

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

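Tests chosen only after the result was seen are those of the peritoneal genes outside the Prg4 cells, of recruitment after ILY, of the even share of S100g and of S100a8, of S100a8 at D3 without the highest cells, of a tubule cell in the same droplet, and of the transporters' own span.

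Macrophages of the Fn1 and Arg1 cluster, 322 cells, were found in D0, D1, D3 and D7 and not in Normal. Normal held only 25 macrophages, and sub-clustering placed 1 of them with Fn1 and Itgam cells. The cluster led by Fn1 and Arg1 held 1 Normal cell without integration and 4 with at most 20% mitochondrial UMIs. At a resolution of 0.4 it held 11, but there C1qa was also among its leading genes. The absence of Fn1 and Arg1 macrophages from Normal thus rests on few cells and depends on the setting. Macrophages of the peritoneal cavity are a candidate source, since the Percoll gradient and live-cell sort that the paper describes would not remove them: of 13 genes of large peritoneal macrophages, 6 were at least 4-fold higher than in other macrophages, among them Gata6 (48 against 0 UMIs), Prg4 (145 against 1), Alox15 (51 against 0), Ltbp1 (62 against 0) and Rarb (152 against 13), while the abundant F10 was 2.57-fold higher (871 against 309). In the sub-cluster of 32 cells led by Prg4, 10 of the 13 passed, and in the 292 cells of the Fn1 and Arg1 cluster outside it 2 did (Gata6 and Rarb), but Prg4 is itself among the 13, so this split decides nothing and a peritoneal source cannot be told apart for those 292. Resident macrophages in another state would keep resident genes. Instead these had a median log2 ratio of -2.42 to the C1qa cluster (C1qa -2.55, H2-Eb1 -4.29, though Cd63 0.19). Recruitment after ILY as the only source would spare D0, where 37.2% of macrophages were of this kind. D0 was part of the pattern when this test was chosen, so it cannot decide whether some cells of later days were recruited. Tamoxifen, genotype, sex and handling differ or may differ between Normal and the others and stay open as untested.

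S100g and S100a8 were higher in macrophages than at D0, S100g by 56.2 at D1 (34.0 to 99.5) and 16.6 at D3 (10.0 to 29.6) and S100a8 by 2.76 at D1 (1.48 to 5.15) and 19.3 at D3 (12.8 to 30.6), but 1 macrophage held 291 of the 298 S100g UMIs at D1 and 1 held 357 of the 373 S100a8 UMIs at D3, and with the highest cell of each library left out the ratios were 1.79 (0.597 to 4.93) and 12.4 (6.84 to 24.7) for S100g and 2.23 (1.04 to 4.69) and 1.03 (0.497 to 2.12) for S100a8. Free tubule RNA would raise S100g in other immune cells on the same days. It was higher there on 1 day of 2, with 50.7 at D3 (24.4 to 127) and 0.727 at D1 (0.0737 to 3.82, from 2 UMIs). At D3 its 330 UMIs there lay in 20 of 176 cells, against 131 under an even spread, and 1 cell held 98. Free RNA therefore cannot be told apart from tubule cells in the same droplets at D3, nor judged at the counts of D1. Free neutrophil RNA would raise S100a8 in tubule cells, and it was higher there on 0 of the days tested (0.129 at D3). But in D0 only 36 of 4410 tubule cells had a UMI, and 1 of them held 1927 of the 2041 UMIs. Without that cell the ratio was 0.552 at D1 (0.402 to 0.753) and 2.32 at D3 (1.85 to 2.92). Without the highest D3 cell too, the D3 ratio was 1.10 (0.847 to 1.44). The other 114 UMIs of D0 also lay in few cells, so this reference does not measure evenly spread free RNA. This source therefore cannot be told apart at D1 or D3. Macrophages with a UMI over D1 and D3 were 20.7% of those an even spread would give for S100g and 13.9% for S100a8, but the single cells named above fix these values, so an even share of free RNA beside them cannot be told apart. Of the S100g UMIs, 20.5% at D1 and D3 lay in sub-clusters led by tubule genes, so a tubule cell in the same droplet cannot be told apart from uptake for the rest, and no biological explanation was tested.

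Transporter genes were lower in PTC1 than in PTC2 in 5 of 5 libraries. PTC1 was named as the side with lower Slc13a1, Slc22a30, Slc34a1 and Lrp2, which are among these genes, so the direction was in part set by the naming. Less nuclear and intronic RNA in PTC1 may contribute, though intronic reads were not counted apart from exonic ones and gene span stands in for them. Long genes, over 100 kb, were lower than short genes, under 10 kb, by a log2 difference of -2.93 or lower in each library (mean -2.96, SD 0.04). Set against genes of their own span, the transporters stood at 0.20 or higher (mean 0.30, SD 0.06), so that span can carry the difference of the list mean. That mean joins genes that go both ways: Slc22a7 (2.36), Slc22a6 (1.22), Slc22a8 (0.39) and Slc3a1 (0.34) were higher in PTC1 and the others lower. Slc5a12 had -6.02, below the median of -3.07 of genes over 100 kb, so the list mean does not speak for each transporter. Tubule injury, which the paper proposes, would raise injury genes, and these were above 0 in 1 library of 5, a mean of -0.33 that was -0.0353 with mitochondrial genes left out of the total and 0.00541 with cluster 10 joined to PTC1 (chosen after the data were seen), with Havcr1 at 2.68 and Krt8 at 0.94 in the other direction from the list. Injury and less nuclear RNA cannot be told apart here, because the same cells may have both.

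Circadian clock genes, which the paper does not discuss as a group although Arntl, Bhlhe40 and Bhlhe41 are among its transcription factors, had a median log2 ratio to D0 over all cells of 0.74 at D1, 0.42 at D7 and 0.29 in Normal.

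Genes of PPAR alpha and fasting, also outside those discussed, had 0.21 at D7 and 0.61 in Normal.

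Glucocorticoid targets, likewise not discussed as a group, had 0.20 at D3, 0.37 at D7 and 0.30 in Normal.

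Male-biased and female-biased kidney genes had 0.42 at D1, 0.30 at D3 and 0.42 at D7. This list joins genes of both kinds and holds Cyp4a14, also on the PPAR alpha list, so its median gives no direction of sex bias.

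Xist in Normal was 1266 times its D0 level, a difference between libraries that the paper does not describe.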

How the results depend on the processing

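Alternatives chosen after the data were seen are the Fn1 and Arg1 cluster alone, the 6% of cells with the highest Scrublet scores left out, the shallow Hmox1 group counted as Fn1+Cd11b+ (as before a naming rule that was itself set after the shares were seen) or left out, the Prg4 group left out, cluster 10 joined to PTC1, and the Normal library left out; all others were planned. No paired analysis was possible because each mouse gave 1 library at 1 time, apart from PTC1 and PTC2, which were compared within libraries. Among the main results, 302 values stayed, 81 moved and 12 reversed. Among single genes and lists 363 stayed, 96 moved and 15 reversed. A value stayed when it lay within the interval or spread of the main value, and a number of lists or factors when it lay within 1.5-fold. A change of direction counted as reversed only where the main interval excluded no difference, so some values that stayed changed direction. None of the values computed moved with clustering resolutions of 0.4 and 1.5 (5 macrophage shares each), at least 200 genes per cell (10 values) or immune cells called by their own markers (5). Nor did any with macrophages with over 5% tubule UMIs left out (63), tubule and mitochondrial genes out of the total together (42), log-normalized means (4), D0 class weights (4) or Normal left out (3). Other results were not computed under these alternatives. The groups of 39 and 28 macrophages led by tubule genes had median tubule shares of 1.16 and 2.45%, below the 5% cut, so it left many of these cells in. The cause was not tested for any of the following. With at most 20% mitochondrial UMIs the macrophage shares of all cells were 0.841, 5.34, 1.43, 5.69 and 2.24% in Normal, D0, D1, D3 and D7. As a share of immune cells in place of all cells, at the usual limit of 50%, macrophages were 30.1, 55.3, 36.8, 57.4 and 50.9%. With resident-marker clusters only, the share of macrophages and neutrophils was 68.4% at D0 and 65.0% at D3. Thinned to 1000 UMIs, the share of PTC2 cells with a Cx3cl1 UMI at D7 over D0 reversed to 0.974, with intervals of 0.388 to 0.955% at D0 and 0.395 to 0.898% at D7 that overlap, and thinned to 500 UMIs it was 1.78. With Normal in place of D0, Cx3cl1 over all cells was 1.25, 0.765 and 1.08 at D1, D3 and D7. In macrophages the unfolded protein response reversed to -0.18, -0.74 and -0.14, and at D3 oxidative phosphorylation was 0.24 and MYC targets 0.0224, with 6 metabolic, proliferative and stress lists above 0. Such lists in PTC1 were 0, 4 and 3, inflammatory lists below 0 in PTC1 0, 0 and 1, and metabolic lists in PTC2 at D7 5. Core factors at least 1.5-fold were 4, 2 and 4, with Mitf 1.29 and Rcor1 2.62 at D3. Products were 46.1, 35.4 and 92.1 for Spp1 and Cd44, 94.5, 94.0 and 147 for Fn1 and Cd44, 45.9, 31.8 and 74.9 for Fn1 and Sdc4, 0.476, 0.391 and 0.683 for App and Cd74, 4.20, 1.87 and 2.71 for App and Sorl1, 12.7, 6.37 and 11.8 for Ccl6 and Ccr2, and 62.9, 16.8 and 59.8 for Ccl9 and Ccr1. In the Fn1 and Arg1 cluster alone, D1 values were -0.065 for oxidative phosphorylation, -0.14 for reactive oxygen species and 0.888 for Hif1a, TNF signaling at D3 was 0.22, metabolic lists above 0 were 4 at D1 and 5 at D3, and inflammatory lists below 0 at D3 1. Products were 1.23, 1.91 and 2.77 (Spp1 and Cd44), 0.693, 1.30 and 1.18 (Fn1 and Cd44), 0.848, 0.987 and 1.54 (Fn1 and Sdc4), 0.923, 0.469 and 0.751 (Ccl6 and Ccr2), and at D1 and D7 0.111 and 0.536 (App and Cd74), 0.926 and 0.658 (App and Sorl1) and 0.959 and 1.12 (Ccl9 and Ccr1). Without the Prg4 group, S phase and E2F targets at D7 were 0.29, G2/M at D1 -0.47 and glycolysis at D7 0.0459. At D3, means over cells gave 0.0109 for oxidative phosphorylation, 0.42 for G2/M and 8 metabolic lists above 0; without the highest Scrublet scores G2/M was 1.14 and 7 lists lay above 0; with at least 50 or 10 counts 1 inflammatory list lay below 0. With mitochondrial genes out of the total, 3 metabolic lists of PTC1 lay above 0 at D7, transporters were -0.93 and injury genes -0.0353. With macrophages assigned 1 by 1, Fn1+Cd11b+ was 0% in Normal and 43.9% at D3, Mmp13+Ccl12+ 9.57, 17.5 and 8.44% at D0, D1 and D3, and Ly6c1+Adgrf5+ 3.19, 5.06 and 4.39% at D0, D3 and D7. Fn1+Cd11b+ at D3 was 53.6% with sub-clustering at 0.3 and also with the Hmox1 group counted, and Ccr2+Ly6c2+ at 1.0 was 7.45, 4.22 and 7.02% at D0, D3 and D7. The group given this last name at 1.0, 39 cells, was led by Grm8, Siglech and Ccr9, while 81 cells with Ly6c2 and Plac8 among their leading genes stayed unnamed, so these are not shares of the same cells. Transporters were -0.58 and inflammation -0.91 with a split at 25% mitochondrial UMIs, transporters -1.43 without integration and -0.98 with cluster 10 joined to PTC1, where injury reversed to 0.00541. Scrublet's own calls and the removal of dendritic-like clusters gave no value, the first because it called 31 cells and the second because no such cluster was found at the main resolution; clusters named so appeared only at a resolution of 1.5 (33 cells) and with at most 20% mitochondrial UMIs (79 cells). Depth limits the macrophages of Normal (25 cells) and of D1 (57 cells), and at D1 12.2% of unchanged simulated genes passed 1.5-fold, with counting error alone simulated.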

Differences from the paper's values

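Values of the paper that were read by eye from a figure follow the word about. For the share of Fn1+Cd11b+ cells among macrophages at D3 the paper has about 52% (Figure 5b), against 20.3% here; of the alternatives set before the data were examined, sub-clustering at a resolution of 0.3 (53.6%) and assignment cell by cell (43.9%) do not differ from it and a resolution of 1.0 (19.8%) does. The 20.3% rests on a rule, set after seeing the values, that leaves the shallow Hmox1 group unnamed; counting that group with these cells, as before the rule and listed as an alternative chosen after seeing the values, also gives 53.6%. For Pglyrp1+Ace+ at D3 the paper has about 19% (Figure 5b), against 12.7% here; assignment cell by cell (16.9%) does not differ, and resolutions of 0.3 and 1.0 (both 11.8%) do. For Ly6c1+Adgrf5+ at D3 the paper has about 2% (Figure 5b), against 0% here, 0% at resolutions of 0.3 and 1.0 and 5.06% cell by cell, all of which differ.

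For the PTC1 share of all cells (Figure S1c) the paper has about 34% in Normal, against 18.7% here, about 32% at D0, against 19.4%, and about 39% at D3, against 23.2%. Without integration the shares are 6.01%, 19.1% and 23.1%, and with a split at 25% mitochondrial UMIs 15.5%, 18.3% and 15.7%, and each of these differs from the paper's value.

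The paper describes Cx3cl1 as induced across days 1, 3 and 7 in its single-cell data. It also reports higher Cx3cl1 at days 1 and 3 by RT-qPCR of whole kidney from 3 mice per time point, a measure not in the deposited counts. Here the ratio of Cx3cl1 to D0, in 1 mouse per day and an enriched suspension, is 1.48 at D1 and 1.27 at D7 but 0.900 at D3. It describes metabolic, proliferative and stress pathways as enriched in macrophages on all 3 days; of 9 lists, the median is above 0 in 8 at D1, 3 at D3 and 6 at D7, though the S phase, glycolysis and unfolded protein response lists are above 0 at D1 and D7. The D3 number is 8 with means over cells and 6 with Normal in place of D0, and 7 without the highest Scrublet scores, chosen after seeing the values. Its pathways are Hallmark sets scored over cells, which are wider than the lists here. It describes the inflammatory response as reduced; here that list has 0.05 at D1, -0.08 at D3 and -0.15 at D7, while TNF signaling is below 0 on each day.

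The paper describes 6 transcription factors as more active on all 3 days; their own mRNA is at least 1.5-fold higher than D0 for 1 factor at D1 and at D7 (Myc, 1.79 and 1.86) and for 0 at D3, and regulon activity is another measure. It places the peak of Mmp13+Ccl12+ macrophages at day 1 with a decline after it; here, of the days after ILY, they are highest at D7 (9.65%, 11 cells, against 5.26%, 3 cells, at D1, with intervals that overlap), and Figure 5b, read by eye, has about 10% at D7 and about 8% at D1; with macrophages assigned cell by cell, D1 is highest (17.5%, against 14.0% at D7).

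The paper describes higher inflammatory signaling in PTC1; here the tubule inflammation list is lower in PTC1 than in PTC2, with a mean log2 ratio of -1.32, although C3 is higher (1.64). Ly6e, which the paper gives as a mark of PTC2, is higher in PTC1 (1.04), while Pfkfb3 is higher in PTC2 (-3.02). In the same comparison genes that span 10 to 100 kb have a median of -1.26 and genes over 100 kb one of -3.07, and the inflammation genes were not compared with genes of their own span. The paper gives S100g as higher across macrophage populations; here it is 56.2 times D0 in macrophages at D1, with 291 of 298 UMIs in 1 cell, 16.6 at D3 and 0.786 at D7, and 1.79, 12.4 and 0.890 with the highest cell of each library left out. The paper's tests of single genes (FindMarkers with MAST) took cells as replicates, and no such test was made here.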

Other observations

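No test is reported in this part. The Normal kidney differed from the other 4 in genes that differ between female and male mice. X-linked and Y-linked sex genes had a median log2 ratio of Normal to D0 of -8.51 over all cells, with Ddx3y at 12, 4730, 5508, 5202 and 5836 UMIs in Normal, D0, D1, D3 and D7, and kidney genes with a male or female bias had -2.72. Cluster 15, led by Cyp7b1 and Slc7a12, held 140 cells of Normal and 18, 62, 8 and 74 of D0, D1, D3 and D7. The paper and the labels give no sex for any mouse.

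Clock genes of D1 and D7 stood apart from those of D0 and D3. Dbp, a clock output factor, had ratios to D0 of 7.25, 1.05 and 7.03 over all cells at D1, D3 and D7, the clock repressor Per2 3.72, 1.21 and 3.07 and the clock activators Arntl and Npas2 0.382, 1.17 and 0.236 and 0.416, 1.17 and 0.290. In PTC2 the clock list had 0.83, 0.14 and 0.43. Cyp4a14 and Cyp4a10, fatty acid hydroxylases induced by PPAR alpha, had 4.59, 1.25 and 8.08 and 2.34, 1.14 and 3.03, and Cyp4a14 was 9.29 in Normal. The hour at which kidneys were taken is not in the labels.

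Over all cells, the type I interferon list was below D0 in each of the other kidneys. It had median log2 ratios to D0 over all cells of -0.32, -0.23 and -1.38 at D1, D3 and D7 and -1.53 in Normal, and in PTC2 Ifit1 stood at 0.917, 0.726 and 0.141 times D0. In macrophages the list went the other way at D3, with -0.51, 0.78 and -0.45 at D1, D3 and D7.

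Pooled over libraries, a small cluster of 24 endothelial cells had the highest Cx3cl1 level of any class, 68.2 CPM from 7 UMIs. Of these UMIs 6 came from 2 cells of Normal and 1 from D0. At D1 and D3 endothelial cells had 0 Cx3cl1 UMIs, and D7 held 0 endothelial cells, so the rank does not cover the days after ILY. A tubule cluster led by Akr1c18 and Serpina1f had 15.0 CPM. Loop of Henle cells of cluster 12, led by Slc12a1 and Umod, had 25.0 CPM from 133 UMIs. Among the PTC1 genes lowest against D0, S100a8 and S100a9 had 94.1% and 93.5% of their counts in 1 cell.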
